# Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study

**DOI:** 10.3390/ijms26157522

**Published:** 2025-08-04

**Authors:** Israel Lara-Vega, Minerva Nájera-Martínez, Armando Vega-López

**Keywords:** melanoma mouse model, pentoxifylline, norcantharidin, B16-F1, DBA/2J, RNA sequencing, ERBB2, combined treatment, PI3K/AKT/mTOR, melanogenesis

## Abstract

Melanoma is a highly aggressive skin cancer with limited therapeutic response. Targeting intracellular signaling pathways and promoting tumor cell differentiation are promising therapeutic strategies. Pentoxifylline (PTX) and norcantharidin (NCTD) have demonstrated antitumor properties, but their combined mechanisms of action in melanoma remain poorly understood. The effects of PTX (30 and 60 mg/kg) and NCTD (0.75 and 3 mg/kg), administered alone or in combination, in a DBA/2J murine B16-F1 melanoma model via intraperitoneal and intratumoral (IT) routes were evaluated. Tumor growth was monitored, and molecular analyses included RNA sequencing and immunofluorescence quantification of PI3K, AKT1, mTOR, ERBB2, BRAF, and MITF protein levels, and molecular docking simulations were performed. In the final stage of the experiment, combination therapy significantly reduced tumor volume compared to monotherapies, with the relative tumor volume decreasing from 18.1 ± 1.2 (SD) in the IT Control group to 0.6 ± 0.1 (SD) in the IT combination-treated group (n = 6 per group; *p* < 0.001). RNA-seq revealed over 3000 differentially expressed genes in intratumoral treatments, with enrichment in pathways related to oxidative stress, immune response, and translation regulation (KEGG and Reactome analyses). Minimal transcript-level changes were observed for BRAF and PI3K/AKT/mTOR genes; however, immunofluorescence showed reduced total and phosphorylated levels of PI3K, AKT1, mTOR, BRAF, and ERBB2. MITF protein levels and pigmentation increased, especially in PTX-treated groups, indicating enhanced melanocytic differentiation. Docking analyses predicted direct binding of both drugs to PI3K, AKT1, mTOR, and BRAF, with affinities ranging from −5.7 to −7.4 kcal/mol. The combination of PTX and NCTD suppresses melanoma progression through dual mechanisms: inhibition of PI3K/AKT/mTOR signaling and promotion of tumor cell differentiation.

## 1. Introduction

Melanoma represents one of the most aggressive and therapeutically challenging malignancies, characterized by rapid progression, high metastatic potential, and resistance to conventional treatments [1]. Despite significant advances in targeted therapies and immune checkpoint inhibitors, tumor heterogeneity and adaptive resistance mechanisms continue to pose major clinical obstacles [2], underscoring the urgent need for novel therapeutic strategies [3].

In this context, combination therapies have emerged as a promising approach to enhance treatment efficacy and overcome resistance by simultaneously targeting multiple oncogenic pathways. Recent preclinical studies have highlighted the potential of combining photodynamic and photothermal therapies, showing synergistic antitumor effects, particularly in murine models bearing B16 melanoma, although further studies are needed to assess long-term efficacy in metastatic settings [3]. Similarly, combinations involving radiotherapy or targeted radionuclide therapy have demonstrated significant tumor inhibition and systemic protection in mouse models, suggesting their potential as primary strategies for advanced melanoma [4]. Furthermore, immunotherapeutic approaches combining immune checkpoint inhibitors, such as anti-PD-1/L1 and anti-CTLA-4 antibodies, have shown enhanced tumor suppression in preclinical models, reinforcing the value of combined immunotherapies to improve clinical outcomes [5]. These findings support the rationale for developing multimodal strategies to address the challenges posed by resistance and metastasis in melanoma.

Among the compounds with potential therapeutic relevance, pentoxifylline (PTX), a methylxanthine derivative approved by the FDA for the treatment of peripheral arterial disease [6], has demonstrated well-documented immunomodulatory and anti-inflammatory properties [7,8]. Similarly, norcantharidin (NCTD), a demethylated analog of cantharidin, has shown anticancer activity across various tumor models, including melanoma [9,10].

Although both PTX and NCTD have been individually proposed as potential therapeutic agents against melanoma, the combined effects of these compounds on melanoma progression, particularly their impact on the expression and activation of key oncogenic signaling pathways such as PI3K/AKT, MAPK, BRAF, and mTOR, remain insufficiently understood [11,12]. Previous studies have reported that both PTX and NCTD modulate signaling pathways associated with tumor proliferation, apoptosis, and immune regulation, in both in vitro [12,13] and in vivo models [11,14]. However, the precise molecular mechanisms underlying these effects, as well as their potential synergistic actions, require further elucidation.

To address this knowledge gap, we employed an integrative systems biology approach, combining in vivo tumor growth monitoring, transcriptomic (RNA-seq) and proteomic (immunofluorescence) analyses to comprehensively characterize gene and protein expression changes following treatment. Additionally, molecular docking simulations were performed to predict potential interactions between PTX, NCTD, and key regulatory proteins involved in melanoma pathophysiology.

## 2. Results

### 2.1. Effects of Treatments on Tumor Growth

To evaluate the antitumor efficacy of pentoxifylline (PTX), norcantharidin (NCTD), and their combination, we monitored tumor volume progression in B16-F1 melanoma-bearing DBA/2J mice following intraperitoneal and intratumoral administration schedules (Figure 1a). Tumor growth curves showed that all treatment groups exhibited reduced tumor volume compared to the Control group on day 14 (D14), with the most significant reductions observed in the combination treatment groups (Figure 1b,c). In the intraperitoneal administration series, the PTX 60 mg/kg + NCTD 3 mg/kg group displayed the greatest tumor suppression, followed by the PTX 60 mg/kg + NCTD 0.75 mg/kg group. Similarly, in the intratumoral administration series, the PTX 60 mg/kg + NCTD 3 mg/kg combination resulted in the most pronounced tumor growth inhibition.

Statistical analysis performed on D14 confirmed significant differences between treated groups and the Control group (ANOVA followed by Tukey’s post hoc test; *** *p* < 0.001). Furthermore, body weight was recorded throughout this study as a general indicator of animal health and potential treatment-related toxicity. The upper-left insets in Figure 1b,c show the body weight progression for each experimental group, revealing no significant weight loss in any treatment condition, suggesting that all treatment regimens were well tolerated under the experimental conditions.

A two-way ANOVA was performed to assess the effects of treatment, administration route, and their interaction on tumor volume on day 9 post-treatment (D14) (Supplementary Table S1). The analysis revealed a significant main effect of treatment (*p* < 0.001), indicating that tumor volume differed among treatment groups regardless of administration route. A significant main effect of administration route was also observed (*p* < 0.001), suggesting that the route of drug delivery (intraperitoneal vs. intratumoral) independently influenced tumor growth. Importantly, there was a significant interaction between treatment and route (*p* < 0.001), indicating that the effect of each treatment on tumor volume was dependent on the route of administration. Post hoc Tukey’s HSD test confirmed that the combination treatment (PTX 60 mg/kg + NCTD 3 mg/kg) administered intratumorally resulted in the most pronounced reduction in tumor volume compared to that in all other groups (*p* < 0.001). Additionally, for each individual treatment, intratumoral administration consistently showed greater tumor reduction than intraperitoneal administration. These findings highlight the enhanced efficacy of combination therapy and the superior antitumor effect of intratumoral delivery, supporting the observed macroscopic and molecular results.

Representative photographs of excised tumors on day 9 post-treatment (D14) are shown in Figure 2. Visual inspection clearly demonstrates differences in tumor size among the treatment groups. Tumors from the Control group appeared larger and more vascularized compared to those from the treated groups. Notably, the smallest tumors were observed in the combination group (PTX + NCTD), suggesting enhanced antitumor efficacy with the combined regimen. To highlight vascularization, yellow triangles were used to mark visible blood vessels supplying the tumors. In the Control group, larger and more prominent tumor-feeding vessels were observed, whereas treated groups, particularly the combination group, exhibited reduced vascularization. These macroscopic observations support the tumor growth inhibition results shown in Figure 1 and suggest a potential anti-angiogenic effect of the treatments. In Supplementary Figure S2, the representative images of excised tumors from melanoma-bearing mice following euthanasia can be observed.

### 2.2. Histological and Immunofluorescence Analysis of Tumor Tissues

#### 2.2.1. Regulation of MITF in Response to Treatments

To investigate the effect of treatments on melanocytic differentiation, we evaluated the expression of microphthalmia-associated transcription factor (MITF) in tumor tissues of intraperitoneal groups by immunofluorescence analysis (Figure 3). Quantitative analysis of the MITF/DAPI fluorescence ratio revealed a significant increase in MITF expression in tumors from mice treated with PTX 30 mg/kg, PTX 60 mg/kg, PTX 60 mg/kg + NCTD 0.75 mg/kg, and PTX 60 mg/kg + NCTD 3 mg/kg compared to the Control group (Figure 3a). Among these, the PTX 60 mg/kg-treated groups showed the most pronounced increase, suggesting that pentoxifylline plays a key role in modulating MITF levels. Representative immunofluorescence images (Figure 3b) further support these findings. Tumor sections from PTX-treated groups exhibited a stronger fluorescence signal, corresponding to MITF expression. This enhanced staining was most prominent in the combination group (PTX 60 mg/kg + NCTD 3 mg/kg), corroborating the quantitative data and suggesting that both monotherapy and combination therapy promote MITF upregulation in melanoma tissues.

#### 2.2.2. Expression and Activation of Key Oncogenic Signaling Proteins

To investigate the impact of the treatments on key signaling pathways involved in melanoma progression, we evaluated the expression and activation status of ERBB2, BRAF, PI3K, AKT1, and mTOR by immunofluorescence analysis (Figure 4 and Figure 5). For each protein, both total expression (protein/DAPI ratio) and activation level (phosphorylated protein/total protein ratio) were quantified. In the case of ERBB2 (Figure 4a), all treatment groups showed a significant reduction in total ERBB2 expression compared to the Control group, with the most pronounced decrease observed in the PTX 60 mg/kg + NCTD 3 mg/kg combination group. Notably, the phosphorylation status of ERBB2 (p-ERBB2/ERBB2 ratio) exhibited a divergent response: ERBB2 phosphorylation significantly increased in the monotherapy groups (PTX and NCTD), whereas only the combination therapy led to a significant reduction in ERBB2 phosphorylation. This paradoxical increase in phosphorylation despite reduced total ERBB2 levels in the monotherapy groups may reflect a compensatory feedback activation, a phenomenon previously described in other tumor models exposed to targeted therapies [15,16]. For BRAF (Figure 4b), a significant decrease in total BRAF expression was observed in the combination groups. Interestingly, phosphorylated BRAF (p-BRAF/BRAF ratio) was significantly increased in the combination groups, suggesting a potential compensatory activation of BRAF in response to upstream pathway inhibition. PI3K levels (Figure 5a) showed a marked reduction in total protein expression in the combination group, while the p-PI3K/PI3K ratio was significantly reduced across all treated groups, indicating effective downregulation of the PI3K pathway. Regarding AKT1 (Figure 5b), total AKT1 expression was significantly decreased in all treatment groups except PTX 30 mg/kg, while phosphorylated AKT1 levels (p-AKT1/AKT1 ratio) were significantly lower in the NCTD 3 mg/kg, PTX 60 mg/kg, and combination groups compared to the Control group. Finally, mTOR analysis (Figure 5c) revealed a significant reduction in both total mTOR expression and its phosphorylation status in the combination groups, with the most pronounced effect observed in the PTX 60 mg/kg + NCTD 3 mg/kg group. Representative immunofluorescence images for each protein are shown in the lower panel of each graph, highlighting the differences in fluorescence intensity between the Control and treated groups. These results indicate that PTX and NCTD treatments, particularly in combination, effectively downregulate multiple key oncogenic pathways in melanoma tumors, including the PI3K/AKT/mTOR and ERBB2/BRAF signaling axes.

### 2.3. Transcriptomic Analysis via RNA-Seq

#### 2.3.1. Differential Gene Expression Analysis

To explore the transcriptomic changes induced by the treatments, differential gene expression analysis was performed by comparing each treatment group with its respective control for both administration routes (intraperitoneal and intratumoral). 

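RNA from 23 melanoma tumors grown from B16-F1 cells in DBA/2J mice and collected on day 14 was sequenced, 8 from mice treated by the intraperitoneal (IP) route and 15 from mice treated by the intratumoral (IT) route. CONTROL_IP, PTX_IP, NCTD_IP and MIX_IP each held 2 tumors. CONTROL_IT, NCTD_IT and MIX_IT each held 4 tumors and PTX_IT held 3. PTX is a methylxanthine derivative given at 60 mg/kg, NCTD is a demethylated form of cantharidin given at 3 mg/kg, and MIX is their combination. The libraries were made with a kit that reads the 3′ end of messenger RNA, so that a gene's count does not grow with its length as it does when whole transcripts are sequenced. The authors trimmed the reads, aligned them to the mouse genome GRCm39 with STAR and deposited the number of reads counted on each of 56748 genes in each tumor, without normalization. Between 2861578 and 6702374 reads per tumor were counted on genes, with a median of 4013068. The totals of CONTROL_IP were 5125562 and 6482900, those of PTX_IP 4588826 and 6702374, those of NCTD_IP 3590199 and 4133147, and those of MIX_IP 3533893 and 3797811. In the IT groups the median was 3967523.5 in CONTROL_IT (range 3523406 to 4607703), 3611887 in PTX_IT (3132604 to 3908907), 3613753 in NCTD_IT (2861578 to 5711770) and 5428139 in MIX_IT (4128535 to 6559840). A gene with fewer than 3 counts in a tumor is at the floor of what these counts can show. This floor covers counting error only, because amplified reads are not independent molecules.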

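Each treatment was compared with the control of its route by edgeR's quasi-likelihood test on the deposited counts, with TMM normalization, edgeR's default filter on low counts and Benjamini-Hochberg adjustment of the p-values. The 4 groups of a route entered one model and shared one estimate of the spread between tumors. After the filter, 12424 genes were tested in the IP tumors and 12480 in the IT tumors. The paper's methods name DESeq2 with a false discovery rate below 0.05, and DESeq2 on the 2 groups compared was run as an alternative. Values of a gene in CPM are counts scaled to the library size, normalized by TMM, and their SD is that between tumors. The labels give each route as a batch of its own, and the solvent was saline by the IP route and DMSO by the IT route. The route, the batch and the solvent therefore cannot be told apart in any comparison between routes.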

Figure 6 shows Venn diagrams illustrating the number of differentially expressed genes (DEGs) identified across the experimental conditions. For the intraperitoneal administration (IP), a total of 10,024 genes were commonly detected as differentially expressed across all four groups (CONTROL_IP, PTX_IP, NCTD_IP, and MIX_IP), while additional unique and shared DEGs were identified for each treatment comparison (Figure 6, left panel). Similarly, for the intratumoral administration (IT), 9953 DEGs were commonly detected across the CONTROL_IT, PTX_IT, NCTD_IT, and MIX_IT groups, with distinct subsets of DEGs specific to each treatment condition (Figure 6, right panel). 

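A group mean of at least 1 CPM in each of CONTROL_IP, PTX_IP, NCTD_IP and MIX_IP was reached by 12119 genes. The count involves no comparison between groups, since a gene enters it by being detected in all of them. Leaving out each of the 8 tumors in turn gave between 11837 and 12054 genes. The rule for detection moved the count more than any single tumor did. A group mean above 1 FPKM, which divides by the gene length listed with the counts, was reached by 10076 genes in all 4 groups, and a group mean of at least 0.5 CPM by 13178 genes. At least 1 count in every one of the 8 tumors was found for 13080 genes.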

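By the same rule of a group mean of at least 1 CPM, 12034 genes were detected in all of CONTROL_IT, PTX_IT, NCTD_IT and MIX_IT. Leaving out each of the 15 tumors in turn gave between 11907 and 12052 genes. A group mean above 1 FPKM gave 9979 genes, and a group mean of at least 0.5 CPM gave 13062. At least 1 count in every tumor was found for 11319 genes, a stricter demand over 15 tumors than over 8.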

Additionally, a Venn diagram comparing DEGs from the MIX_IP vs. CONTROL_IP and MIX_IT vs. CONTROL_IT contrasts reveals a subset of 76 DEGs commonly regulated by the combination treatment regardless of the administration route (Figure 6, bottom panel). This overlap suggests the existence of core transcriptomic responses to the combined therapy, independent of the delivery method.

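Of the 12059 genes tested for both routes, 0 had an adjusted p below 0.05 in both MIX_IP vs. CONTROL_IP and MIX_IT vs. CONTROL_IT. At an unadjusted p below 0.05, 346 of these genes changed by the IP route, 1572 by the IT route and 45 by both, against 45.1 that independent lists of these sizes would share (one-sided Fisher's exact test, p = 0.532). The change had the same direction in 9 of the 45 genes. Across the genes tested in both routes, which are not independent replicates, the log2 fold changes of the 2 contrasts had a rank correlation of -0.14. In DESeq2's test on the 2 groups compared, an unadjusted p below 0.05 by both routes was reached by 76 genes, against 31.0 shared by independent lists of the same sizes (one-sided Fisher's exact test, p = 9.7e-14), and 15 of the 76 had the same direction.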

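DESeq2 gave an adjusted p below 0.05 by both routes for 2 genes, Txnip and Rps18-ps3. Txnip lies on chromosome 3 of GRCm39 from 96465273 to 96469199, and its edgeR log2 fold change was -1.15 (standard error 0.40) in MIX_IP and 1.08 (standard error 0.41) in MIX_IT. Its value in MIX_IT is given after it was seen, since Fig. 7 labels Txnip only for MIX_IP. Rps18-ps3, a processed pseudogene on chromosome 8 from 107989425 to 107989880 that can share reads with its parent gene, had a log2 fold change of 2.05 (standard error 0.47) in MIX_IP and -2.20 (standard error 0.48) in MIX_IT. Both genes moved in opposite directions by the 2 routes.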

To further explore the transcriptomic alterations induced by each treatment, volcano plots were generated for all pairwise comparisons against their respective Control groups (Figure 7). Each plot displays the distribution of DEGs, with the x-axis representing log_2_ fold change (log_2_FC) and the y-axis representing the −log_10_-adjusted *p*-value (padj). For the intraperitoneal administration groups (Figure 7, upper panels), treatments with PTX, NCTD, and the combination (MIX) resulted in a progressively increasing number of DEGs when compared to CONTROL_IP. 

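In edgeR's test against CONTROL_IP, 0 genes had an adjusted p below 0.05 for NCTD_IP, PTX_IP or MIX_IP. At an unadjusted p below 0.05 there were 446 genes for NCTD_IP, 659 for PTX_IP and 365 for MIX_IP, where 621.2 of the 12424 genes are expected by chance. The smallest adjusted p was 0.999 for NCTD_IP, 0.906 for PTX_IP and 0.999 for MIX_IP. DESeq2 on the 2 groups compared gave 9 genes for NCTD_IP, 8 for MIX_IP and 4 for PTX_IP (Gm11518, Gm10288, Gm10175 and Cdk9) at an adjusted p below 0.05. Among the alternatives at the adjusted threshold, testing every gene with any count moved the numbers most, to 71 genes for NCTD_IP, 71 for PTX_IP and 51 for MIX_IP.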

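At an unadjusted p below 0.05, DESeq2 on the 2 groups compared gave 288 genes for NCTD_IP (179 higher and 109 lower than in CONTROL_IP), 243 for PTX_IP (150 higher and 93 lower) and 324 for MIX_IP (183 higher and 141 lower). All genes that Fig. 7 labels for the IP comparisons, 9 for NCTD_IP, 4 for PTX_IP and 8 for MIX_IP, were tested. Of these, 0 had an adjusted p below 0.05 in edgeR, where 8, 4 and 8 had an unadjusted p below 0.05, and 8, 4 and 8 had an adjusted p below 0.05 in DESeq2. Tgtp1, an interferon-induced gene on chromosome 11 from 48876154 to 48884999 whose reads can be shared with the near-identical Tgtp2, was at 73.1 ± 8.12 CPM (SD, n = 2) in NCTD_IP and 334 ± 70.2 CPM (SD, n = 2) in CONTROL_IP. Its log2 fold change was -2.19 (standard error 0.51), with an adjusted p = 0.999 in edgeR and an adjusted p = 2.3e-14 in DESeq2. The pseudogene Gm11518, on chromosome 11 from 93928044 to 93928454, was at 225 ± 44.8 CPM (SD, n = 2) in CONTROL_IP, 40.5 ± 7.50 CPM (SD, n = 2) in PTX_IP and 35.1 ± 5.45 CPM (SD, n = 2) in MIX_IP. Its log2 fold change was -2.48 (standard error 0.51) in PTX_IP and -2.68 (standard error 0.52) in MIX_IP. Reads from near-identical sequences elsewhere can be counted on Gm11518, and among the IT controls 1 tumor had 885 CPM of it against 38.0 to 46.3 CPM in the others. Cdk9, on chromosome 2 from 32595796 to 32603088, rose in PTX_IP from 27.5 ± 0.947 to 82.1 ± 15.2 CPM (SD, n = 2 each), a log2 fold change of 1.58 (standard error 0.46). Sqstm1, on chromosome 11 from 50090193 to 50101654, rose in MIX_IP from 326 ± 23.4 to 815 ± 22.2 CPM (SD, n = 2 each), a log2 fold change of 1.32 (standard error 0.33). Gapdh, on chromosome 6 from 125138678 to 125143430 and with many pseudogene copies, had log2 fold changes of 1.09 in NCTD_IP and 1.08 in MIX_IP (standard error 0.23 for both). With either CONTROL_IP tumor or either treated tumor left out, every one of these log2 fold changes kept its sign, as a value without a test because 1 tumor remained in that group.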

Specifically, NCTD induced 288 DEGs, PTX induced 243 DEGs, and MIX induced 324 DEGs (Supplementary Figure S3), indicating a modest but notable increase in the transcriptomic response with combination therapy. In contrast, the intratumoral administration groups (Figure 7, lower panels) exhibited a much higher DEG count across all treatments when compared to CONTROL_IT. 

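NCTD_IT vs. CONTROL_IT gave 171 genes with an adjusted p below 0.05 in edgeR's test, 115 higher and 56 lower, and 95 of them had a log2 fold change of at least 1 in either direction. Against CONTROL_IT, 0 genes passed for PTX_IT and 0 for MIX_IT, with a smallest adjusted p of 0.551 for PTX_IT and 0.0603 for MIX_IT. At an unadjusted p below 0.05 there were 2698 genes for NCTD_IT, 792 for PTX_IT and 1622 for MIX_IT, where 624 of the 12480 genes are expected by chance. DESeq2 on the 2 groups compared gave 1378 genes for NCTD_IT, 14 for PTX_IT and 228 for MIX_IT at an adjusted p below 0.05. Leaving out each tumor of the 2 groups in turn gave between 0 and 191 genes for NCTD_IT over 8 fits and 0 for PTX_IT in each of 7 fits, with 1952 to 2875 and 246 to 1872 genes at an unadjusted p below 0.05. For MIX_IT the 8 fits gave between 0 and 3 genes, the 3 being Smpdl3b, Fnip2 and Mmp9, of which Smpdl3b is named after its value was seen.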

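At an unadjusted p below 0.05, DESeq2 on the 2 groups compared gave 3234 genes for NCTD_IT (1841 higher and 1393 lower), 1070 for PTX_IT (639 higher and 431 lower) and 1864 for MIX_IT (1117 higher and 747 lower). Of the genes labelled in Fig. 7, 20 of 24 for NCTD_IT, 0 of 11 for PTX_IT and 0 of 16 for MIX_IT had an adjusted p below 0.05 in edgeR. All of them had an unadjusted p below 0.05 there, and 23, 11 and 16 had an adjusted p below 0.05 in DESeq2. Gm10800, a gene model on chromosome 2 from 98496892 to 98497646 that holds satellite repeats and can collect reads from repeat copies elsewhere, was at 270.0 ± 76.2 CPM (SD, n = 4) in CONTROL_IT and 1909 ± 774 CPM (SD, n = 4) in NCTD_IT. Its log2 fold change was 2.82 (standard error 0.44, adjusted p = 0.0280 in edgeR) in NCTD_IT and 2.20 (standard error 0.45, adjusted p = 0.551) in PTX_IT. Malat1, a long noncoding RNA on chromosome 19 from 5845717 to 5852704, rose from 84.5 ± 9.97 CPM (SD, n = 4) to 475 ± 176 CPM (SD, n = 4) in NCTD_IT, a log2 fold change of 2.49 (standard error 0.45, adjusted p = 0.0280 in edgeR). The matrix metalloproteinase gene Mmp9, on chromosome 2 from 164782700 to 164797770, was at 0.442 ± 0.245 CPM in CONTROL_IT, near the floor of the counts, and at 17.1 ± 12.7 CPM in NCTD_IT and 19.0 ± 13.4 CPM in MIX_IT (SD, n = 4 each). Mif, on chromosome 10 from 75695187 to 75696074 and with several processed pseudogenes that can share its reads, was at 6588 ± 724 CPM (SD, n = 4) in CONTROL_IT and 1779 ± 644 CPM (SD, n = 3) in PTX_IT. Its log2 fold change was -1.89 (standard error 0.54, adjusted p = 0.758 in edgeR and 1.3e-11 in DESeq2). Mitf, on chromosome 6 from 97784013 to 97998310, fell in MIX_IT from 819.7 ± 146 to 351 ± 20.1 CPM (SD, n = 4 each), a log2 fold change of -1.22 (standard error 0.18) that stayed between -1.29 and -1.09 with each tumor left out. It was also lower in NCTD_IT, with a log2 fold change of -0.86 (standard error 0.18, adjusted p = 0.0363 in edgeR), and at -0.46 (standard error 0.20, adjusted p = 0.785) in PTX_IT.

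**Figure D1:**
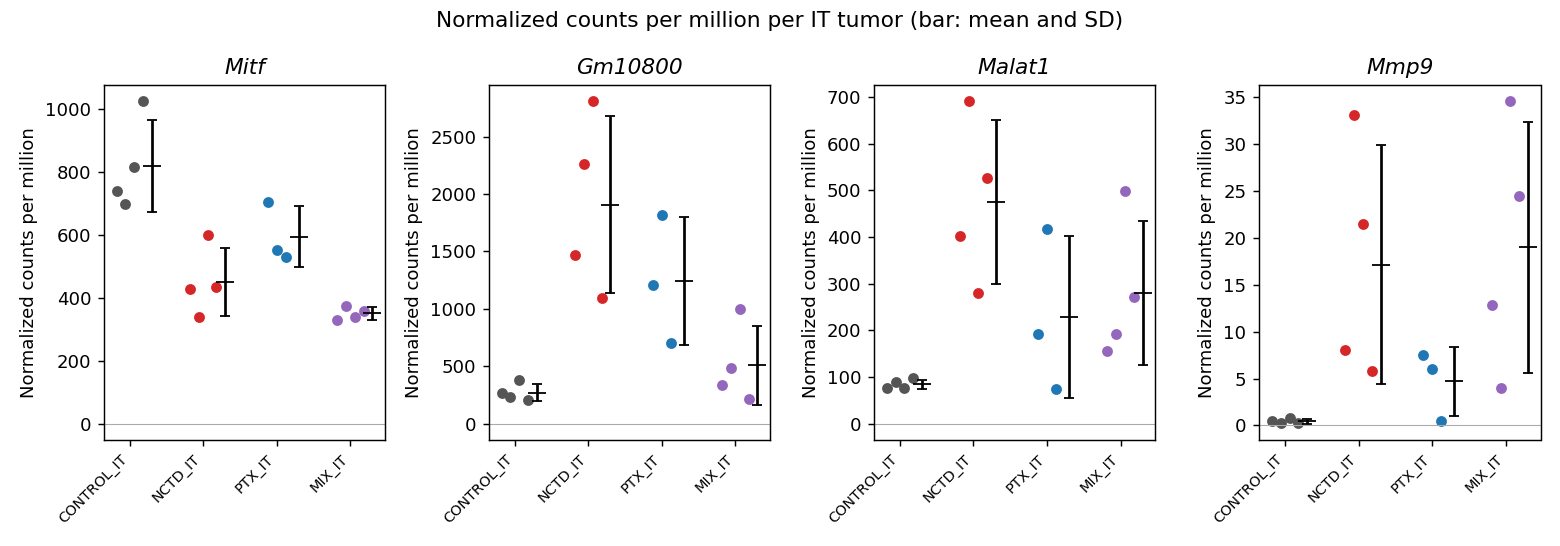
Normalized counts in CPM (y axis, linear) of Mitf, Gm10800, Malat1 and Mmp9 in each IT tumor, by group (x axis). Each point is 1 tumor and the bar beside it is the mean with its SD. The 4 MIX_IT tumors lie below all 4 CONTROL_IT tumors for Mitf, and all 4 NCTD_IT tumors lie above all 4 CONTROL_IT tumors for Gm10800, Malat1 and Mmp9.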

NCTD_IT generated 3233 DEGs, PTX_IT resulted in 1070 DEGs, and the combination MIX_IT induced 1864 DEGs (Supplementary Figure S3). These results indicate that intratumoral delivery, particularly NCTD monotherapy, elicited a broader transcriptional response compared to intraperitoneal administration, with MIX_IT also showing a substantial number of DEGs. 

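Of edgeR's DEGs for NCTD_IT, 167 were also among the longer list of genes that passed in DESeq2. Of the 171 genes, 2 lie on the X chromosome, where 410 genes were tested, and 2 on the Y chromosome. Xist, the X-linked noncoding RNA expressed in female cells, was at 9.27 ± 4.49 CPM (SD, n = 4) in NCTD_IT and 0.197 ± 0.268 CPM (SD, n = 4) in CONTROL_IT. The Y-linked gene Ddx3y was at 0.0733 ± 0.147 CPM (SD, n = 4) in NCTD_IT, where all tumors are at or under the floor, and at 5.01 ± 3.37 CPM (SD, n = 4) in CONTROL_IT. With the log2 CPM of Xist as a covariate, which separates these 2 groups completely, 0 genes had an adjusted p below 0.05 for NCTD_IT and 681 had an unadjusted p below 0.05. For MIX_IT the same covariate gave 86 genes at an adjusted p below 0.05, against 0 without it, and for PTX_IT 0. Of 23 named genes, 9 were weaker under it, 7 stronger, 6 the same and 1 reversed. Under that covariate the log2 fold change of Malat1 in NCTD_IT changed sign, to -0.32. Malat1 was also higher in MIX_IT, whose tumors had no Xist counts, as CONTROL_IT had few. Its log2 fold change there, without the covariate, was 1.73 (standard error 0.44, adjusted p = 0.157 in edgeR and 6.5e-05 in DESeq2).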

Overall, these findings suggest that both the administration route and treatment type strongly influence the extent of transcriptomic modulation in melanoma tumors, with intratumoral treatments resulting in a significantly higher number of differentially expressed genes than intraperitoneal treatments.

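Whether an effect differed between routes was tested directly, as the change by the IT route minus the change by the IP route in one edgeR model of all 23 tumors. Of the genes tested, 0 had an adjusted p below 0.05 for NCTD, for PTX or for the combination. The unadjusted p was below 0.05 for 1452 genes for NCTD, 700 for PTX and 996 for the combination. DESeq2 on all 23 tumors gave 78 genes for NCTD, 1 for PTX and 1 for the combination with an adjusted p below 0.05. The single genes were Gm10076 for PTX and Rps18-ps3 for the combination, and they are named after their values were seen. From the larger numbers of DEGs in the IT comparisons, the paper proposes that the route and the treatment type influence the extent of the transcriptomic response.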

#### 2.3.2. Clustered Gene Expression Patterns

To explore global transcriptional changes induced by the treatments, hierarchical clustering and heatmap visualization were performed using the DEGs from GO enrichment analyses from each comparison versus the Controls. For the intratumoral administration groups (Figure 8), distinct gene expression profiles are observed for each treatment (NCTD_IT, PTX_IT, and MIX_IT) compared to CONTROL_IT. The heatmaps reveals clear separation between Control and treated samples, with the NCTD_IT and MIX_IT groups showing the most pronounced gene expression shifts. These results are consistent with the higher number of DEGs identified in the intratumoral comparisons. 

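The share of the squared distance between tumors that is explained by group was computed from the log2 CPM of all genes past the filter. It was 32.1% for NCTD_IT against CONTROL_IT (one-sided exact permutation test over 70 splits, p = 0.0286, the smallest p that 4 tumors against 4 allow), where 14.3% is expected by chance. For MIX_IT it was 20.4% (exact permutation test over 70 splits, p = 0.114), against 14.3% by chance. For PTX_IT it was 20.0% (exact permutation test over 35 splits, p = 0.257), against 16.7% by chance. With all tumors the share was larger than the spread between tumors gives for NCTD_IT alone, and this depended on single tumors. With 1 tumor left out the exact permutation p ranged from 0.0286 to 0.0857 for NCTD_IT, above 0.05 in 6 of 8 fits, and from 0.0286 (without replicate 22) to 0.286 for MIX_IT. For PTX_IT no fit with 1 tumor left out could reach 0.05. Without replicate 16 its share, as a fraction, was 0.401 with the smallest p that 2 tumors against 4 allow (exact permutation test, p = 0.0667). With only the 500 genes of highest variance the share for NCTD_IT, as a fraction, was 0.351 (exact permutation test, p = 0.0571). With protein-coding genes alone it was 0.328 (exact permutation test, p = 0.0571). With the distance taken from Spearman's correlation it was 0.486 (exact permutation test, p = 0.0286).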

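Between CONTROL_IP and the treated IP tumors, the group explained 30.2% of the squared distance for NCTD_IP, 26.7% for PTX_IP and 33.8% for MIX_IP. With 2 tumors against 2, a share of 33.3% is expected by chance. The exact permutation test over 6 splits gave p = 0.667 for each comparison, and the smallest p this design allows is 0.333. A difference between the IP groups over all genes was not detectable with these tumors.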

For the intraperitoneal administration groups, hierarchical clustering patterns are presented in Supplementary Figure S4, showing less pronounced but still detectable transcriptional differences compared to CONTROL_IP. In Supplementary Figure S5 are also presented the intratumoral administration groups and hierarchical clustering patterns for the top 50 features. 

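Over all 23 tumors, the route explained 6.32% of the squared distance between tumors once the drug was accounted for (one-sided permutation test with the route permuted within each drug, 100000 permutations, p = 0.0942). The drug, counting the controls as a group of their own, explained 14.6% once the route was accounted for (one-sided permutation test with the drug permuted within each route, p = 0.227). Neither share was larger than permuted labels give. With any 1 tumor left out, the share of the route, as a fraction, stayed between 0.0536 and 0.0717 and that of the drug between 0.139 and 0.163.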

Overall, these clustered expression patterns indicate that both the route of administration and the treatment type strongly influence the global gene expression landscape in melanoma tumors, with intratumoral treatments inducing more robust transcriptional changes than intraperitoneal treatments.

#### 2.3.3. Functional Enrichment and Pathway Analysis

To gain insight into the biological processes and pathways affected by the treatments, KEGG pathway enrichment analysis was performed using the DEGs from each comparison against the respective Control group. 

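The pathway databases named by the paper were not used here, and 16 gene sets were written by hand for the processes that the paper names. Each set was tested with the camera method of limma, which asks whether the genes of a set move together relative to all other genes tested and uses every gene, not only DEGs. The test was two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 16 sets. The setting that moved the results most was this correlation. When it was estimated for each set from the tumors, 0 of the 16 sets had an adjusted p below 0.05 in any of the 6 comparisons. The unadjusted p with that estimate was below 0.05 for 1 set each for NCTD_IP and PTX_IP (mitochondrially encoded oxidative phosphorylation), 1 for MIX_IP (the ERBB/RAF/MAPK pathway) and 1 for MIX_IT (collagens), and 0 for NCTD_IT and PTX_IT.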

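By the IP route, the nuclear-encoded genes of oxidative phosphorylation rose in NCTD_IP, with a mean log2 fold change of 0.11 and 55 of 80 genes higher (camera in limma, adjusted p = 0.0149). Their mean log2 fold change was 0.02 in PTX_IP (adjusted p = 0.727) and 0.01 in MIX_IP (adjusted p = 0.228). The 13 mitochondrially encoded genes of oxidative phosphorylation were all lower in each treated group, with mean log2 fold changes of -0.44 in NCTD_IP (camera in limma, adjusted p = 4.5e-07), -0.58 in PTX_IP (adjusted p = 2.4e-10) and -0.19 in MIX_IP (adjusted p = 0.0209). Log2 fold changes of protein-coding genes also rose with transcript GC content in NCTD_IP and PTX_IP (rank correlation 0.271 and 0.239). In MIX_IP this correlation was 0.0298. A bias with GC content is not ruled out for these sets. The 23 pigment cell genes showed no change as a set, with adjusted p-values of 0.652, 0.764 and 0.384 in limma's camera for NCTD_IP, PTX_IP and MIX_IP. They are not the melanoma pathway that the paper names, so they do not test it. The 21 genes of the ERBB/RAF/MAPK set had a mean log2 fold change of 0.25 in MIX_IP (camera in limma, adjusted p = 0.0209). In NCTD_IP and PTX_IP it was 0.15 and 0.13 (adjusted p = 0.445 and 0.608).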

For the intraperitoneal administration groups (Figure 9a and Figure S6a), enriched pathways included oxidative phosphorylation, chemical carcinogenesis, reactive oxygen species, melanoma, carbon metabolism, and biosynthesis of amino acids. These pathways suggest that the treatments modulated processes related to energy metabolism, oxidative stress response, and cancer-related signaling. For the intratumoral administration groups (Figure 9a and Figure S6a), the enriched pathways were more diverse and numerous, reflecting the higher DEG count observed in these groups. Significant pathways included NF-kappa B signaling, the HIF-1 signaling pathway, melanoma, focal adhesion, leukocyte transendothelial migration, oxidative phosphorylation, and circadian rhythm, among others. 

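The 26 genes of the NF-kappa B set rose in NCTD_IT, with a mean log2 fold change of 1.11 and 23 genes higher (camera in limma, adjusted p = 2.0e-04), and in PTX_IT, with 0.58 and 23 genes higher (adjusted p = 0.00132). In MIX_IT their mean log2 fold change was 0.35 with 18 genes higher (adjusted p = 0.106). With the inter-gene correlation estimated, camera gave an adjusted p of 0.279 in NCTD_IT and 0.384 in PTX_IT. All NCTD_IT and PTX_IT tumors were above the floor for Xist and not for Y-linked genes, and all CONTROL_IT and MIX_IT tumors the reverse. For every set, treatment in NCTD_IT and PTX_IT therefore cannot be told apart from this split. The 19 targets of HIF-1 had a mean log2 fold change of -0.35 in NCTD_IT (camera in limma, adjusted p = 0.0342), of -0.15 in PTX_IT (adjusted p = 0.130) and of -0.64 in MIX_IT, where 17 of the 19 were lower (adjusted p = 3.0e-06). Nuclear-encoded genes of oxidative phosphorylation were lower by the IT route, with mean log2 fold changes of -0.42 in NCTD_IT, -0.22 in PTX_IT and -0.16 in MIX_IT (adjusted p = 5.8e-13, 3.9e-08 and 0.00453 in limma's camera). The mitochondrially encoded ones were higher, with mean log2 fold changes of 0.69, 0.31 and 0.56. The circadian rhythm set of 16 genes had 11 genes higher in each comparison and adjusted p-values of 0.250 in NCTD_IT, 0.562 in PTX_IT and 0.354 in MIX_IT. The pigment cell set, which is not the paper's melanoma pathway, had adjusted p-values of 0.362, 0.863 and 0.935. Those of the ERBB/RAF/MAPK set were 0.898, 0.803 and 0.569 in limma's camera.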

Notably, several cancer-associated and immune-related pathways were overrepresented, particularly in the MIX_IT and NCTD_IT groups. These findings indicate that intratumoral treatments, especially with NCTD and the combination therapy, elicited broader and more diverse biological pathway alterations compared to intraperitoneal treatments, reinforcing the stronger transcriptomic impact observed in previous analyses.

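In the number of gene sets past an adjusted p of 0.05, the IT comparisons gave 11 of 16 for NCTD_IT, 10 for PTX_IT and 10 for MIX_IT. The IP comparisons gave 5 for NCTD_IP, 4 for PTX_IP and 8 for MIX_IP. The IT groups held 3 or 4 tumors and the IP groups 2, and gene sets were not tested with equal numbers of tumors. With the inter-gene correlation estimated, 0 sets passed in each of the 6 comparisons. These counts therefore cannot show a broader response by the IT route. Over-representation of a set among the genes at an unadjusted p below 0.05, by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment, gave 9 sets for NCTD_IT, 5 for MIX_IT and 1 for PTX_IT. The set for PTX_IT was cytosolic ribosomal proteins, and the 5 for MIX_IT were cytosolic ribosomal proteins, translation initiation factors, glycolysis, collagens and ECM proteoglycans. By the IP route it gave 1 set for NCTD_IP (mitochondrially encoded oxidative phosphorylation), 2 for PTX_IP (the same set and cytosolic ribosomal proteins) and 1 for MIX_IP (glutathione metabolism). Leaving out 1 tumor at a time gave from 10 to 11 sets past camera's adjusted p for NCTD_IT, 9 to 10 for PTX_IT and 9 to 12 for MIX_IT. The tumors of each IT comparison can be split into groups of the same sizes in 35 ways, the real split included. As many sets as in the real split were found in 2 splits for NCTD_IT, 3 for PTX_IT and 3 for MIX_IT.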

To further characterize the biological functions affected by the treatments, Reactome pathway enrichment analysis was performed, comparing the DEGs from each treatment versus the Control. 

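Glycolysis genes, 17 in the set, had mean log2 fold changes of 0.21 in NCTD_IP (camera in limma, adjusted p = 0.0149), 0.08 in PTX_IP (adjusted p = 0.604) and 0.19 in MIX_IP (adjusted p = 0.0209). The 74 mitochondrial ribosomal protein genes rose in the 3 IP comparisons, by 0.12 on average in NCTD_IP, 0.16 in PTX_IP and 0.09 in MIX_IP on the log2 scale (adjusted p = 0.0140, 8.9e-04 and 0.0209 in limma's camera). The 29 genes written for the PI3K/AKT/mTOR pathway showed no change as a set, with mean log2 fold changes of 0.03, 0.04 and 0.02 in NCTD_IP, PTX_IP and MIX_IP and adjusted p-values of 0.872, 0.604 and 0.579.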

For the intraperitoneal treatment groups (Figure 10a and Figure S7a), the most significantly enriched pathways included “Respiratory electron transport and ATP synthesis”, “TP53 regulates metabolic genes”, “Formation of ATP by chemiosmotic coupling”, “Mitochondrial biogenesis”, “Glycolysis”, and “mTOR signaling”, among others. These pathways suggest that the treatments modulate mitochondrial activity, metabolic processes, and key signaling cascades such as the PI3K-mTOR axis. In the intratumoral treatment groups (Figure 10a and Figure S7a), a broader set of pathways were enriched, reflecting the higher DEG counts observed previously. Notable pathways included “Eukaryotic translation initiation”, “Nonsense-mediated decay (NMD)”, “Cap-dependent translation initiation”, “Glutathione conjugation”, “TNF receptor signaling”, “ECM proteoglycans”, and “Extracellular matrix organization”. These results highlight the strong modulation of translational control, stress responses, and extracellular matrix remodeling in response to intratumoral drug administration. 

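The 51 genes of translation initiation factors were lower by the IT route, with mean log2 fold changes of -0.39 in NCTD_IT, -0.25 in PTX_IT and -0.18 in MIX_IT (adjusted p = 2.2e-04, 6.4e-04 and 0.00353 in limma's camera). The 82 genes of cytosolic ribosomal proteins, which belong to the translation and nonsense-mediated decay pathways, were lower as well. In NCTD_IT 72 of them were lower with a mean log2 fold change of -0.42, in PTX_IT 71 with -0.24 and in MIX_IT 72 with -0.33 (adjusted p = 5.8e-13, 1.3e-10 and 7.6e-13 in limma's camera). Ribosomal protein genes have many processed pseudogenes, and reads can be split between the copies. The 27 glutathione metabolism genes had a mean log2 fold change of -0.54 in NCTD_IT (camera in limma, adjusted p = 0.00194), -0.30 in PTX_IT (adjusted p = 0.00845) and -0.20 in MIX_IT (adjusted p = 0.0214). Extracellular matrix genes rose. The 26 collagen genes had mean log2 fold changes of 1.05 in NCTD_IT, 0.63 in PTX_IT and 1.72 in MIX_IT (adjusted p = 5.3e-04, 0.00845 and 5.8e-09 in limma's camera). The 23 genes of ECM proteoglycans and glycoproteins had mean log2 fold changes of 1.00, 0.41 and 1.19. In NCTD_IT and PTX_IT the changes of these sets cannot be told apart from the split between Xist and Y-linked genes. That split does not divide MIX_IT from CONTROL_IT. The glycoprotein gene Tnc, on chromosome 4 from 63878022 to 63965252, rose from 7.42 ± 2.92 CPM in CONTROL_IT to 56.9 ± 33.3 CPM in NCTD_IT and 41.1 ± 29.5 CPM in MIX_IT (SD, n = 4 each).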

Overall, these findings suggest that intratumoral treatments, especially with NCTD and combination therapy, induce broader alterations in translation regulation, stress response, and tumor microenvironment remodeling, whereas intraperitoneal treatments predominantly affect energy metabolism and mitochondrial function.

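Several sets moved in opposite directions by the 2 routes. The difference between routes was tested, as a test chosen after the data were seen, with camera on the change by the IT route minus the change by the IP route. At an adjusted p below 0.05, 11 of the 16 sets differed for NCTD, 8 for PTX and 9 for the combination. For cytosolic ribosomal proteins the mean log2 difference was -0.57 for NCTD (camera in limma, adjusted p = 5.0e-17), -0.49 for PTX (adjusted p = 6.6e-18) and -0.39 for the combination (adjusted p = 2.1e-12). For collagens the mean log2 difference was 1.37, 0.74 and 2.18 in the same order. With the inter-gene correlation estimated for each set, 0 sets differed between routes for any drug. Without adjustment, that estimate gave a p below 0.05 for 2 sets for NCTD (cytosolic ribosomal proteins and nuclear-encoded oxidative phosphorylation), 1 for PTX (cytosolic ribosomal proteins) and 1 for the combination (collagens).

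**Figure D2:**
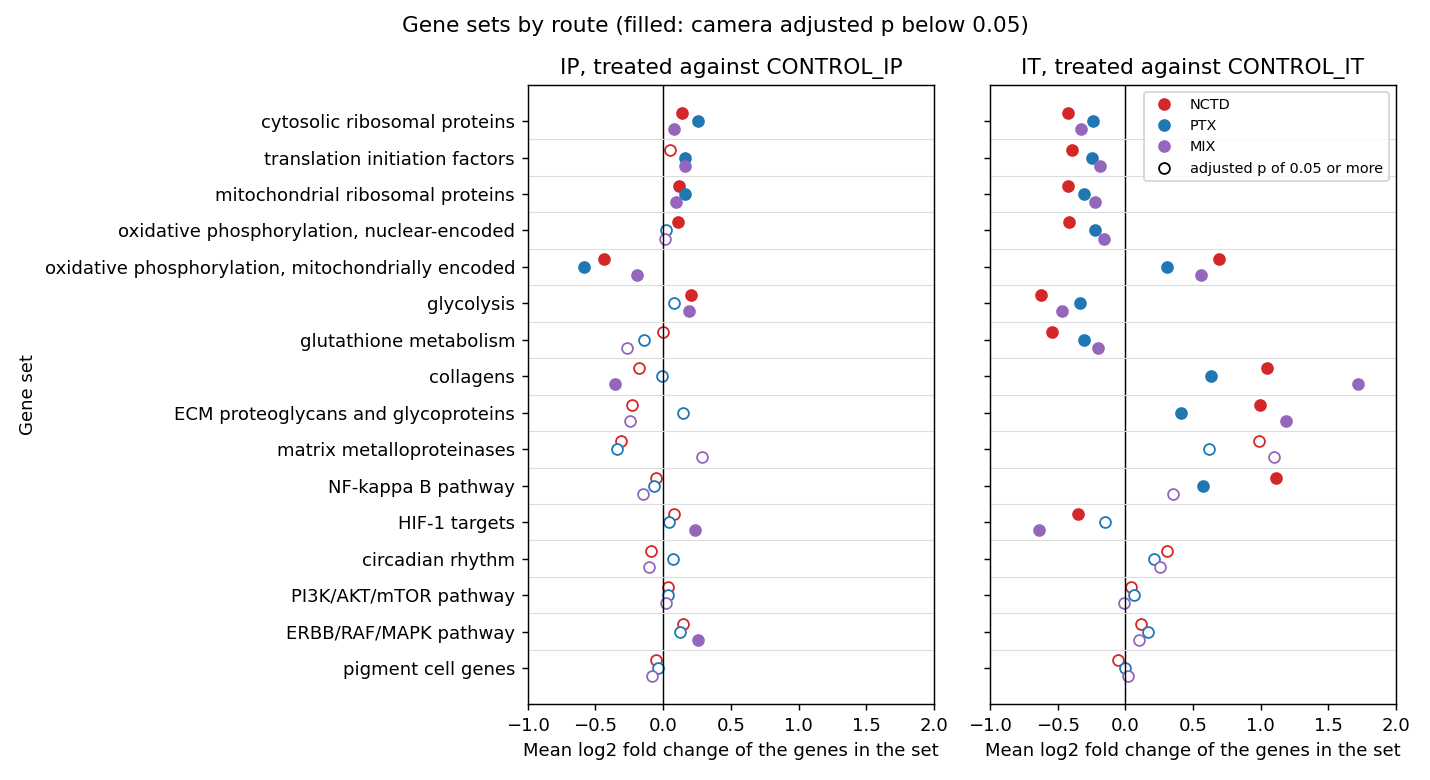
Mean log2 fold change (x axis) of the genes of each of the 16 sets (y axis) for NCTD, PTX and MIX against the control of the route, IP on the left and IT on the right. Each point is 1 set in 1 comparison and is filled where the adjusted p of camera is below 0.05. Cytosolic ribosomal proteins lie right of 0 by the IP route and left of 0 by the IT route, and collagens lie right of 0 by the IT route.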

### 2.4. In Silico Analysis of Drug–Target Interactions

To predict the potential molecular targets of pentoxifylline (PTX) and norcantharidin (NCTD), molecular docking analyses were performed using key proteins involved in melanoma progression, oncogenic signaling, angiogenesis, and the tumor microenvironment. The results, summarized in Table 1, reveal that both PTX and NCTD showed binding affinities (ΔG values ranging from −3.5 to −7.8 kcal/mol) toward several oncogenic signaling proteins, transcription factors, and extracellular matrix regulators. Notably, PTX exhibited stronger binding energies than NCTD in the majority of the evaluated targets, especially for CD117 (−7.4 kcal/mol), B-RAF (−7.4 kcal/mol), PTGS2 (COX-2, −7.3 kcal/mol), and MMP-9 (−7.0 kcal/mol).

Importantly, several binding residues identified for PTX and NCTD are located in functionally critical regions of the target proteins. For example,

- For B-RAF, PTX showed predicted interactions with Lys483 and Asp594, both essential residues within the ATP binding site [17], suggesting potential interference with kinase activity;
- For mTOR, PTX docked at residues Gln1901, His2410, and Asp2412, located near the kinase catalytic site [18];
- For PIK3CA (PI3K catalytic subunit alpha), PTX interacted with residues such as His670 and Arg818, known to participate in PI3K activation [19];
- For HIF1A, NCTD showed the strongest binding energy (−7.8 kcal/mol), with interactions at residues Arg383 and His374, both involved in transcriptional regulation under hypoxic conditions [20].

Similarly, PTX showed notable binding to the NF-κB p50 subunit at Lys147, a residue implicated in DNA binding and transcriptional activation [21,22]. These in silico findings suggest that both drugs may potentially influence tumor-related processes by interacting with multiple molecular targets, including signaling kinases (e.g., PI3K, AKT1, mTOR, B-RAF), transcription factors (MITF, HIF1A, NF-κB), and proteins involved in tumor microenvironment remodeling (MMPs, VEGF-A, CD117).

To illustrate the predicted binding modes and molecular interactions, docking poses of PTX and NCTD with three representative signaling proteins—PI3K (PDB ID: 4A55), AKT1 (PDB ID: 3O96), and mTOR (PDB ID: 6BCX)—were visualized in both three-dimensional (3D) and two-dimensional (2D) formats (Figure 11). For PI3K (Figure 11a), PTX exhibited a predicted binding energy of −6.50 kcal/mol, interacting with residues such as His670, Arg662, and Arg818, located near the ATP-binding region. NCTD showed a slightly lower binding energy (−5.72 kcal/mol), forming contacts with Gln1033, Leu1036, and Glu1037, situated close to the catalytic site. For AKT1 (Figure 11b), PTX showed a binding energy of −6.10 kcal/mol, interacting with Leu52, Pro51, and Asp325, while NCTD exhibited a binding energy of −5.99 kcal/mol, engaging residues such as Leu360, Tyr340, and Arg367, all located near functionally relevant regions. In the case of mTOR (Figure 11c), PTX displayed a predicted binding energy of −6.88 kcal/mol, contacting residues Gln1901, His2410, and Asp2412, while NCTD showed −6.60 kcal/mol, interacting with His1398, Trp2313, and Trp2304. The 2D diagrams illustrate hydrogen bonds, hydrophobic contacts, and electrostatic interactions. These molecular docking results suggest that both compounds may interact with regulatory regions of PI3K/AKT/mTOR components, influencing their signaling activity.

To validate the molecular docking protocol employed in this study, we included four well-characterized inhibitors as positive Controls for each of the key melanoma-related targets (Supplementary Table S2). The binding affinities obtained were consistent with their known biological activity: Vemurafenib (PLX4032) for BRAF (PubChem ID: 42611257) showed a docking score of −10.5 kcal/mol; MK-2206 for AKT1 (PubChem ID: 24964624) scored −7.7 kcal/mol; Rapamycin (Sirolimus) for mTOR (PubChem ID: 5284616) yielded −9.8 kcal/mol; and Lapatinib for ERBB2 (PubChem ID: 208908) showed −8.3 kcal/mol. These values reflect the strong binding expected for established inhibitors and support the reliability of our docking methodology.

Overall, the combined in vivo, transcriptomic, molecular, and in silico analyses indicate that PTX and NCTD, both individually and in combination, modulate key signaling pathways involved in melanoma progression, proliferation, and differentiation. These multimodal effects were more evident with the combination treatment, underscoring the potential benefit of simultaneously targeting multiple regulatory pathways. A detailed integrative discussion of these results is provided in the following section.

## 3. Discussion

In this study, we employed a well-established preclinical model to investigate the antitumor effects of pentoxifylline (PTX) and norcantharidin (NCTD) in melanoma. Specifically, we used DBA/2J mice, a strain characterized by mutations in the Tyrp1 and Gpnmb genes that impair melanosome function, leading to pigment dispersion in the iris and contributing to the development of pigmentary glaucoma. These pigmentation characteristics make DBA/2J mice a valuable model for studying pigmentation-related diseases, including melanoma [23]. Additionally, its light-colored coat facilitates the macroscopic and histological assessment of pigmented tumors, such as those derived from the B16-F1 melanoma cell line. The DBA/2J strain has also been previously reported to provide favorable tumor take rates and reproducible growth kinetics for subcutaneous Cloudman S91 melanoma implantation, making it a suitable choice for evaluating tumor progression and therapeutic interventions with B16-F1 melanoma [24]. We selected the B16-F1 cell line due to its high tumorigenicity and its well-documented use in syngeneic mouse models for studying melanoma biology and therapy response [25]. This cell line allowed for the evaluation of both tumor growth dynamics and molecular changes within the tumor microenvironment. Furthermore, by including both intraperitoneal and intratumoral routes of drug administration, we were able to compare systemic versus local delivery strategies. The intraperitoneal route provided insights into systemic drug effects, while the intratumoral administration allowed for direct tumor-targeted delivery, potentially minimizing off-target toxicity and enhancing local drug concentration [26].

Treatment with PTX, NCTD, and their combination resulted in significant tumor volume reduction in B16-F1 melanoma-bearing DBA/2J mice. Both administration routes were effective in decreasing tumor growth; however, intratumoral administration, particularly the combination of PTX and NCTD, produced the most pronounced antitumor effects. These findings suggest that local delivery enhances drug bioavailability at the tumor site, potentially increasing therapeutic efficacy while reducing systemic exposure [3]. The differences in the number of DEGs observed between intraperitoneal and intratumoral administration (Supplementary Figure S3) may reflect underlying pharmacokinetic and tissue distribution differences associated with each route. Intratumoral injection delivers the drug directly into the tumor microenvironment, achieving higher local drug concentrations and bypassing systemic metabolism and distribution barriers that often limit drug availability at the tumor site when administered intraperitoneally or intravenously [27,28]. This localized exposure likely enhances cellular uptake and engagement with molecular targets within the tumor, thereby amplifying transcriptional responses. In contrast, drugs administered via the intraperitoneal route undergo systemic absorption, dilution, and hepatic metabolism, which can reduce the effective concentration reaching the tumor tissue [29]. Moreover, studies in murine models have shown that intratumoral delivery results in superior retention within the tumor and increased pharmacodynamic effects compared to systemic routes [3,30]. These pharmacokinetic considerations may explain the stronger transcriptomic modulation observed following intratumoral treatments in our model. The superior efficacy observed with the combination treatment may be attributed to the synergistic modulation of multiple oncogenic pathways, as both PTX and NCTD target distinct but complementary molecular mechanisms involved in melanoma progression [11]. Additionally, the lack of significant body weight loss across treatment groups indicates a favorable toxicity profile under the tested conditions.

One of the most notable molecular findings in this study was the upregulation of MITF expression in tumors from PTX-treated groups, as confirmed by immunofluorescence quantification. MITF is a key transcription factor involved in melanocyte differentiation and melanogenesis, and its expression is tightly regulated by upstream signaling pathways such as MAPK/ERK and PI3K/AKT [31]. The increase in MITF levels, especially in PTX monotherapy and combination groups, was accompanied by macroscopic evidence of enhanced pigmentation in the tumors, suggesting a shift towards a more differentiated melanoma phenotype. This observation is consistent with previous studies reporting that tumor cell differentiation, characterized by increased MITF and melanin production, can be associated with reduced proliferation and aggressiveness in melanoma [32]. Our results suggest that PTX may promote tumor cell differentiation through modulation of MITF expression, a mechanism that could contribute to its antitumor effects observed in vivo.

Our immunofluorescence analyses further revealed that both the total protein levels and phosphorylation status of key oncogenic signaling molecules—including ERBB2, BRAF, PI3K, AKT1, and mTOR—were significantly reduced in treated groups, with the most pronounced effects observed in the combination therapy. These pathways play critical roles in cell proliferation, survival, and tumor progression in melanoma [33]. The observed decrease in phosphorylation levels of BRAF, PI3K, AKT1, and mTOR is particularly relevant, as constitutive activation of these pathways has been strongly associated with melanoma growth and resistance to therapy [34]. By targeting multiple nodes within these signaling cascades, PTX and NCTD appear to exert a dual inhibitory effect on both upstream and downstream regulators, contributing to the observed reduction in tumor growth. These results are in line with previous reports demonstrating that simultaneous inhibition of the PI3K/AKT/mTOR and MAPK/ERK pathways can produce synergistic antitumor effects in melanoma models, offering a potential mechanistic explanation for the enhanced efficacy observed with combination therapy [35].

Transcriptomic analysis by RNA-seq provided additional insights into the molecular mechanisms underlying the observed antitumor effects. The number of DEGs was markedly higher in the intratumoral treatment groups, particularly in tumors treated with NCTD and the combination therapy, compared to intraperitoneal treatments. This finding underscores the greater transcriptomic impact of local drug delivery, likely due to higher intratumoral drug concentrations and more direct modulation of tumor-specific pathways [36]. Functional enrichment analyses using KEGG and Reactome databases revealed that the DEGs were significantly associated with pathways related to oxidative stress, immune response, protein translation, energy metabolism, and key oncogenic signaling cascades, including PI3K/AKT/mTOR, HIF-1, NF-κB, and MAPK pathways. Notably, intratumoral treatments showed enrichment in pathways associated with inflammatory response, stress adaptation, and extracellular matrix remodeling, suggesting that local therapy not only affects tumor cell-intrinsic pathways but may also modulate the tumor microenvironment [37,38]. 

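The nearest neighbour of each tumor, by Euclidean distance of log2 CPM over all genes past the filter, had the same drug for 5 of the 23 tumors. Permuting the drug within each route gave 4.56 tumors on average (one-sided permutation test, p = 0.481). The nearest neighbour came from the same route for 16 of the 23 tumors, against 12.2 on average when the route was permuted within each drug (one-sided permutation test, p = 0.0919). With these distances neither number was larger than permuted labels give. With any 1 tumor left out, between 3 and 6 tumors had a nearest neighbour of the same drug and between 13 and 19 one of the same route. When the distance was taken from Spearman's correlation, 20 tumors had a nearest neighbour of the same route (one-sided permutation test, p = 0.0023). These distances use all genes past the filter, not DEGs alone.

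**Figure D3:**
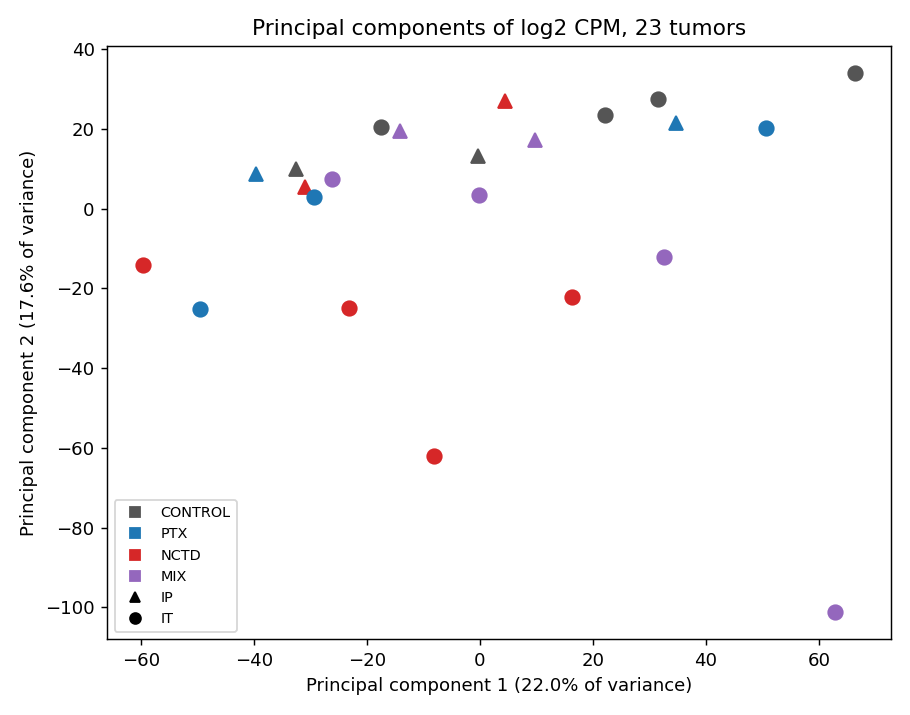
Principal components 1 (x axis) and 2 (y axis) of log2 CPM in the 23 tumors, with 22.0% and 17.6% of the variance of 13395 genes. Each point is 1 tumor, colored by drug, with triangles for IP and circles for IT. The 4 NCTD_IT tumors lie below the 6 control tumors on component 2, and the 2 NCTD_IP tumors lie above the 4 NCTD_IT tumors.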

Interestingly, hierarchical clustering analysis of all treatment groups, irrespective of administration route, revealed that samples tended to cluster according to the type of drug administered rather than the delivery method (Supplementary Figure S8). This suggests that the transcriptomic response in melanoma tumors was primarily driven by the pharmacological agent, highlighting the dominant effect of PTX, NCTD, or their combination on gene expression profiles.

To support the molecular and transcriptomic findings, in silico molecular docking analyses were performed to predict drug–target interactions between PTX, NCTD, and key proteins involved in melanoma progression. Both compounds exhibited favorable binding energies with several targets, including PI3K, AKT1, mTOR, BRAF, and ERBB2, all of which are critical regulators of cell proliferation and survival in melanoma [33,34,39,40]. The molecular docking analyses predicted that PTX and NCTD interact with catalytically and functionally important residues within the kinase domains or regulatory regions of these proteins. For example, PTX showed strong binding affinity for PI3K at residues His670 and Arg818, both located near the ATP binding site, while NCTD formed interactions with Gln1033 and Leu1036, suggesting inhibition of kinase activity. Similarly, both ligands exhibited interactions with residues within the activation loops of AKT1 and mTOR, supporting their capacity to interfere with signal transduction. The docking results complement the in vivo reductions observed in both total protein expression and phosphorylation levels, suggesting that direct molecular interactions may underpin the inhibition of PI3K/AKT/mTOR and MAPK/ERK pathways. Although experimental validation is warranted, these findings offer mechanistic insight into the antitumor effects observed in this melanoma model [41,42]. The molecular docking analysis predicted non-overlapping binding sites for pentoxifylline and norcantharidin on several key target proteins (Figure 11). Although these findings are based on computational models and should be interpreted with caution, such non-redundant interactions could potentially contribute to the observed drug synergy at the molecular level, by affecting distinct regulatory sites within shared signaling pathways.

To further contextualize the predicted interactions of PTX and NCTD, we benchmarked their docking scores against those of clinically validated or widely used inhibitors targeting the same proteins (Supplementary Table S2). While Vemurafenib (−10.5 kcal/mol), Rapamycin (−9.8 kcal/mol), Lapatinib (−8.3 kcal/mol), and MK-2206 (−7.7 kcal/mol) displayed the expected high-affinity binding to their respective targets (BRAF, mTOR, ERBB2, and AKT1), the docking scores of PTX and NCTD ranged from −6.01 to −7.44 kcal/mol (Table 1). This suggests that although their predicted binding affinities are lower than those of established inhibitors, they may still exert relevant interactions with these targets, especially in the context of multitarget modulation. These benchmarking comparisons support a cautious but plausible interpretation of PTX and NCTD as potential modulators of the PI3K/AKT/mTOR signaling pathway.

In addition, experimental data report an IC50 value of approximately 168 µM (1.68 × 10^−4^ M) for pentoxifylline’s inhibition of phosphodiesterase activity [43]. Using the thermodynamic relation ΔG = RT ln Ki at 298 K, this IC50 corresponds to a ΔG of about −5.14 kcal/mol. In comparison, the docking simulations performed in this study yielded binding energies for pentoxifylline ranging from −6 to −8 kcal/mol across different melanoma-related targets. While docking tends to overestimate binding affinities due to the static nature of the models and lack of dynamic cellular context, the predicted energies are within a plausible range relative to experimentally measured affinities. Similarly, norcantharidin (NCTD) has been shown experimentally to preferentially bind protein phosphatase 1 (PP1), disrupting the EZH2-PP1 interaction critical for epigenetic regulation [44] with NCTD demonstrating binding energies less than −5 kcal/mol for PP1. Also, a binding affinity range from −7.34 to −8.18 kcal/mol has been reported for the Mu-type opioid receptor and serine/threonine protein phosphatase 5, respectively [43]. These findings corroborate the docking predictions presented here, suggesting that both pentoxifylline and norcantharidin may engage relevant protein targets with biologically meaningful affinity. This benchmarking strengthens the confidence in our computational docking approach as a valuable tool for identifying potential molecular interactions underlying the antitumor effects of these compounds.

Taken together, our data suggest that the antitumor effects of PTX and NCTD, both individually and in combination, are mediated through a multimodal mechanism involving inhibition of key oncogenic signaling pathways (PI3K/AKT/mTOR and BRAF/ERK), induction of tumor cell differentiation via MITF upregulation, and modulation of transcriptional programs linked to proliferation, metabolism, and stress response. The combination therapy consistently produced the most robust effects across all experimental approaches, including tumor growth inhibition, pathway suppression, and transcriptomic reprogramming. A schematic model summarizing the proposed molecular mechanisms and signaling alterations induced by the treatments is presented in Figure 12. This integrative figure highlights how PTX and NCTD may act synergistically to suppress oncogenic signaling, promote melanoma cell differentiation, and reduce tumor proliferation and survival. While further studies are needed to validate these findings in additional melanoma models and to explore the clinical translational potential [26,35,45], our results provide compelling preclinical evidence supporting the combined use of PTX and NCTD as a novel therapeutic strategy for melanoma management.

### Limitations

Although this study provides a comprehensive evaluation of the antitumor effects of pentoxifylline (PTX) and norcantharidin (NCTD) through in vivo, transcriptomic, and in silico approaches, several limitations should be acknowledged. Firstly, the in vivo experiments were conducted in a murine melanoma model (B16-F1), which, although widely used, may not fully recapitulate the complexity and heterogeneity of human melanoma. Differences in tumor microenvironment, immune responses, and genetic background between mice and humans may affect the translational applicability of the findings. Therefore, additional validation in human melanoma cell lines and patient-derived xenograft (PDX) models is necessary to strengthen the clinical relevance of the observed effects.

Secondly, the molecular docking analyses, while useful for predicting potential drug–target interactions, are inherently limited by their computational nature. Docking results provide theoretical binding affinities and interaction patterns but do not account for dynamic conformational changes, post-translational modifications, or cellular context that may influence actual binding in vivo. Experimental validation through biochemical assays such as surface plasmon resonance, kinase inhibition assays, or co-immunoprecipitation is required to confirm the predicted interactions and assess functional consequences.

Lastly, this study did not evaluate pharmacokinetic parameters or drug distribution of the PTX–NCTD combination, which are critical for the development of effective and safe therapeutic strategies. Future studies should integrate pharmacological and toxicological evaluations to better inform clinical translation.

## 4. Methods and Materials

### 4.1. Cell Culture

A vial of cryopreserved melanoma B16-F1 cells (ATCC^®^ CRL-6323™) from the American Type Culture Collection (ATCC^®^, Manassas, VA, USA) was thawed in a 37 °C water bath for 30 s and immediately diluted in Dulbecco’s Modified Eagle Medium ME-019 (DMEM; In Vitro, S.A., Mexico City, Mexico) supplemented with with 10% Fetal Bovine Serum (FBS; Gibco^®^, Life Technologies™, Carlsbad, CA, USA). The cell suspension was centrifuged at 100 RCF for 3 min, after which the supernatant was removed, and the cell pellet was resuspended in DMEM supplemented with 10% FBS. The cells were then transferred to 75 cm^2^ cell culture-treated flasks with filter caps (Thermo Scientific™, Thermo Fisher Scientific, Waltham, MA, USA) containing DMEM supplemented with 10% FBS. The cells were cultured at 37 °C in a humidified incubator with 5% CO_2_ and 95% relative humidity. After 24 h, cell adhesion to the flask was confirmed, and the culture medium was replaced to remove any remaining cryopreservation medium and non-viable cells. Once the cells reached greater than 80% confluency, they were treated with Trypsin-EDTA (Gibco^®^, Life Technologies™, Carlsbad, CA, USA) solution and then recovered for subsequent experimental procedures.

### 4.2. Establishment of the Murine Melanoma Model

Inbred DBA/2J mice (6–8 weeks old) were obtained from the Environmental Toxicology Laboratory of the Escuela Nacional de Ciencias Biológicas (ENCB), Instituto Politécnico Nacional. The animals were housed in polycarbonate cages with sawdust bedding under controlled conditions (23 °C, 40–60% humidity) and maintained with a 12 h light–12 h dark cycle. Food and water were provided ad libitum, with rodents receiving NUTRICUBOS^®^ Rodent Chow (Cargill^®^, Tehuacán, Puebla, Mexico; SAGARPA Authorization A-0207-246) and potable water. The specimens were managed according to Article 38 and Chapter V of Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes ([46], accessed on June 2021). The current study was reviewed and approved by the ENCB Bioethics Committee, with the license number CEI-ENCB-ZOO-021-2020.

This study included two main experimental groups: (1) an intraperitoneal (IP) treatment group, in which 7 × 10^5^ cells were subcutaneously implanted on the right flank of each mouse, and therapeutic agents were administered intraperitoneally; (2) an intratumoral (IT) treatment group, in which 7 × 10^5^ cells were subcutaneously implanted on the right flank of each mouse, and drugs were administered directly into the tumor. On Day 0, cells were implanted, and once a visible and palpable tumor developed (Supplementary Figure S1), treatment groups were sex-matched and randomly assigned, and pharmacological treatment was initiated.

### 4.3. Pharmacological Treatments

Norcantaridin (NCTD, CAS No. 5442-12-6; Sigma^®^, Merck KGaA, St. Louis, MO, USA) and pentoxifylline (PTX, CAS No. 6493-05-6; Sigma^®^, Merck KGaA, St. Louis, MO, USA) were dissolved in either sterile saline solution or sterile dimethyl sulfoxide (DMSO), depending on the route of administration—intraperitoneal (IP) or intratumoral (IT), respectively. For the IP treatment group, animals were randomly assigned to the following subgroups: Subgroup 1 (Control), receiving sterile saline solution; Subgroup 2, receiving PTX at 60 mg/kg; Subgroup 3, PTX at 30 mg/kg; Subgroup 4, NCTD at 3 mg/kg; Subgroup 5, a combination of PTX at 60 mg/kg and NCTD at 3 mg/kg; Subgroup 6, PTX at 60 mg/kg combined with NCTD at 0.75 mg/kg; and Subgroup 7, NCTD at 0.75 mg/kg. For the IT treatment group, animals were divided into four subgroups as follows: Subgroup 1 (Control), receiving DMSO; Subgroup 2, PTX at 60 mg/kg; Subgroup 3, NCTD at 3 mg/kg; and Subgroup 4, PTX at 60 mg/kg combined with NCTD at 3 mg/kg.

The doses were administered over a period of 8 days, as depicted in Figure 1a, and determined based on previous studies from our research group [11,47], ensuring the absence of systemic toxic effects.

Mice were weighed using a digital scale, and tumor growth was monitored with a digital caliper from the start to the end of the treatment period. Tumor volume was calculated using the following formula:

V=(lenght × width2)2

where *length* and *width* are the longest and shortest dimensions of the tumor, respectively [48]. To assess treatment efficacy over time, relative tumor volume (*RTV*) was calculated for each individual mouse as the ratio between the tumor volume at a given time point (*V_x_*) and the tumor volume at the beginning of treatment (*V*_0_, D6):

RTV=VxV0

This normalization allowed for the comparison of tumor growth dynamics across individuals and treatment groups, regardless of initial tumor size.

Portions of tumor tissue designated for nucleic acid extraction were immediately frozen at −80 °C until further processing, while the remaining tumor samples were collected and fixed in buffered formalin for subsequent immunofluorescence analysis.

### 4.4. Total RNA Extraction and cDNA Library Preparation

Total RNA was extracted from tumor samples using the PureLink^®^ RNA Mini Kit (Thermo Fisher Scientific, Waltham, MA, USA), following the manufacturer’s protocol. The extracted RNA from tumor samples was subsequently used for cDNA library preparation. cDNA libraries from tumors of mice were prepared using the Collibri™ 3′ mRNA Library Prep Kit for Illumina™ (Thermo Fisher Scientific, Waltham, MA, USA), following the recommended guidelines for RNA purification, amplification, and library construction for bulk RNA-Seq analysis. The cDNA libraries prepared in the laboratory were stored in an ultrafreezer at −80 °C.

### 4.5. RNA Sequencing and Data Acquisition

The cDNA libraries were submitted to Novogene Co., Ltd. (Sacramento, CA, USA) for RNA sequencing. Sequencing was carried out on the Illumina^®^ HiSeq PE150 platform (Illumina, San Diego, CA, USA), generating paired-end reads of 150 base pairs in length. The sequencing depth was selected to ensure comprehensive coverage of the transcriptome. Raw sequencing data were delivered in FASTQ format and subjected to quality control analysis before being processed for downstream bioinformatics.

### 4.6. RNA-Seq Data Analysis Pipeline

The raw RNA-Seq data were processed and analyzed using a comprehensive bioinformatics pipeline. First, the raw FASTQ files were assessed for quality using FastQC [49] (version 0.12.1 released). Low-quality reads and adapter sequences were removed using Trimmomatic [50] (version 0.39). Cleaned reads were then aligned to the Ensembl release reference mouse genome (version GRCm39) using the STAR aligner [51] (version 2.7.11b). The resulting BAM files were sorted and indexed, and gene expression levels were quantified using STAR (version 2.7.11b). Differential expression analysis was performed using DESeq2 [52] (version 1.40.2), with statistical significance determined at a false discovery rate (FDR) of <0.05. Gene ontology (GO) and pathway enrichment analyses were conducted using clusterProfiler [53] (version 4.15.1) to interpret biological functions associated with differentially expressed genes. All analyses were performed in R [54] (version 4.4.1) and using Bioconductor packages (KEGG and Reactome analyses) in R Studio [55] (Version 2025.05.1+513).

### 4.7. Tumor Tissue Immunofluorescence

Tumor tissue samples were embedded in paraffin and sectioned at 3–4 µm thickness. The slides were air-dried for at least 12 h at 37 °C. The sections were deparaffinized using xylene and subsequently hydrated through sequential alcohol and water baths. Antigen retrieval was performed by heating the sections at 95 °C in citrate buffer for at least 40 min. The samples were then allowed to cool for 20 min at room temperature, followed by a wash in PBS buffer. Fluorochrome-labeled specific antibodies for antigen detection, including ERBB2, AKT-1, mTOR, BRAF, PI3K (both phosphorylated [active] and non-phosphorylated [inactive] forms), and MITF, were used at a 1:3000 dilution. After antibody staining, the sections were incubated with DAPI for nuclear counterstaining. Finally, the samples were mounted with glycerol and analyzed using a confocal laser scanning microscope (LSM 5 EXCITER, Carl Zeiss^®^, Oberkochen, Baden-Württemberg, Germany). Image analysis (mean fluorescence intensity) was performed using ImageJ [56] (Version 1.54g).

### 4.8. Molecular Docking Studies

To elucidate the interactions of PTX and NCTD with key proteins involved in melanoma progression, oncogenic signaling, angiogenesis, and the tumor microenvironment, molecular docking studies were conducted. The structures of PTX and NCTD were obtained from the PubChem database [57]. The crystal structures of the proteins analyzed were retrieved from the Protein Data Bank (PDB) [58]. Protein–ligand masked docking studies were performed using Autodock Vina software (Version 1.1.2), as previously reported [42]. The top-ranked complex from each study was analyzed to identify molecular interactions, following established protocols [42]. Visualization was performed using MAESTRO (Version 13.1.141) and PyMOL software (Version 2.5.3), as previously described [42,59].

### 4.9. Statical Analysis

The results were analyzed by ANOVA, followed by the post hoc Dunnett test. All *p*-values ≤ 0.05 were considered statistically significant. R (version 4.4.1) and R Studio software (Version 2025.05.1+513) were used for statistical analysis and graphic representation.

## 5. Conclusions

This study provides comprehensive preclinical evidence demonstrating that pentoxifylline (PTX) and norcantharidin (NCTD), administered either individually or in combination, effectively suppressed melanoma progression in a murine model using B16-F1 cells implanted in DBA/2J mice. Both intraperitoneal and intratumoral administration routes were evaluated, with local intratumoral delivery showing superior efficacy in reducing tumor volume and inducing broader transcriptomic changes. At the molecular level, treatment with PTX and NCTD resulted in the downregulation of key oncogenic pathways, including the PI3K/AKT/mTOR and BRAF/ERK pathways, accompanied by a reduction in both total and phosphorylated protein levels of primary signaling mediators. Additionally, PTX promoted tumor cell differentiation, as evidenced by increased MITF expression and enhanced melanin production, suggesting a potential shift towards a less aggressive melanoma phenotype. RNA-seq analysis further revealed that the treatments modulated genes involved in cell proliferation, metabolism, immune response, and stress adaptation, with functional enrichment pointing to significant alterations in cancer-related, metabolic, and inflammatory pathways. Finally, in silico molecular docking studies supported these findings by predicting binding interactions of PTX and NCTD with multiple proteins involved in melanoma growth and survival, providing a plausible mechanistic basis for the observed in vivo effects. Together, these findings highlight the therapeutic potential of PTX and NCTD, particularly when combined, as promising candidates for melanoma treatment strategies aimed at simultaneously modulating multiple oncogenic pathways. Further studies, including in vitro mechanistic validation and clinical translation approaches, are warranted to explore their potential role in future melanoma therapy.

## Figures and Tables

**Figure 1:**
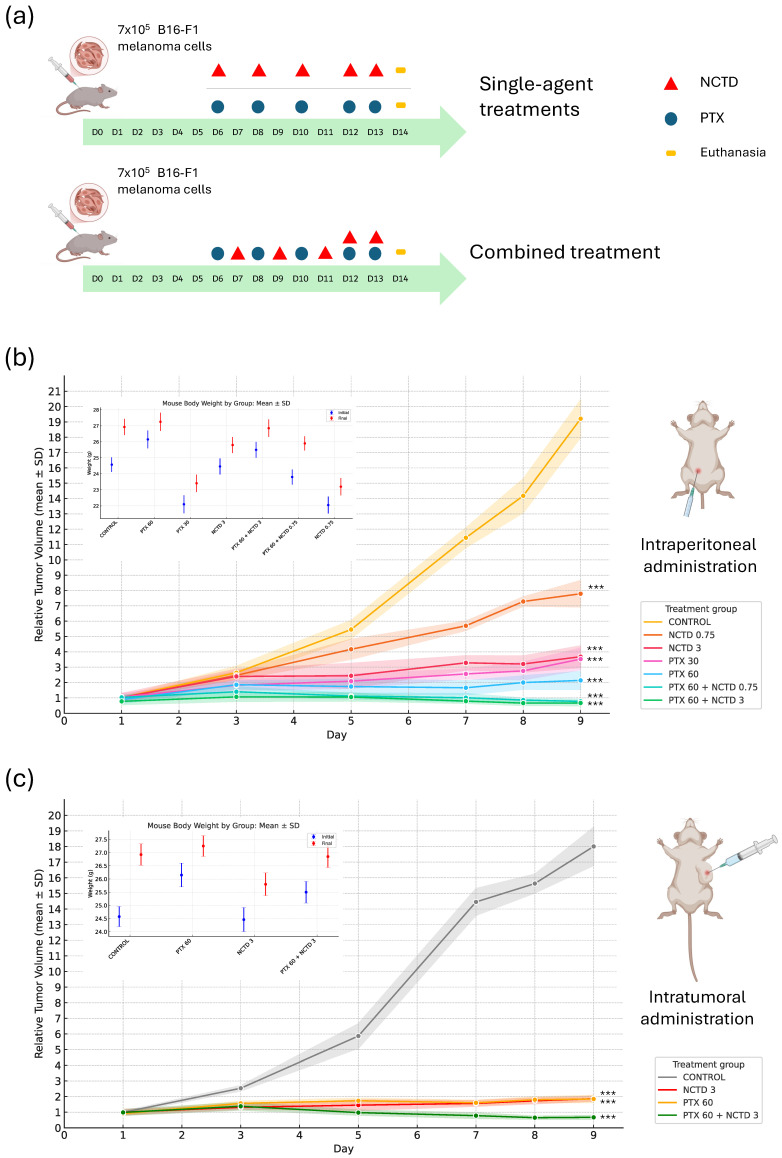
Tumor growth. (**a**) Schematic representation of the experimental timeline. On day 0 (D0), B16-F1 melanoma cells were subcutaneously injected into the right flank of mice. Treatments were administered starting on day 6 (D6), according to the indicated schedule. Mice were euthanized on day 14 (D14) for final analysis. (**b**) Relative tumor volume progression over time in seven experimental groups treated via intraperitoneal administration: Control, PTX 60 mg/kg, PTX 30 mg/kg, NCTD 3 mg/kg, PTX 60 mg/kg + NCTD 3 mg/kg, PTX 60 mg/kg + NCTD 0.75 mg/kg, and NCTD 0.75 mg/kg. (**c**) Relative tumor volume progression over time in four experimental groups treated via intratumoral administration: Control, PTX 60 mg/kg, NCTD 3 mg/kg, and PTX 60 mg/kg + NCTD 3 mg/kg. In both panels, each point represents the mean ± SD of six replicates per group. Comparisons were performed on D14. Additionally, body weight was monitored throughout the experiment for both administration routes as an indicator of general health and treatment-related toxicity. Statistical analysis was conducted using ANOVA followed by Tukey’s post hoc test. Asterisks indicate significant differences versus Control (*** *p* < 0.001).

**Figure 2:**
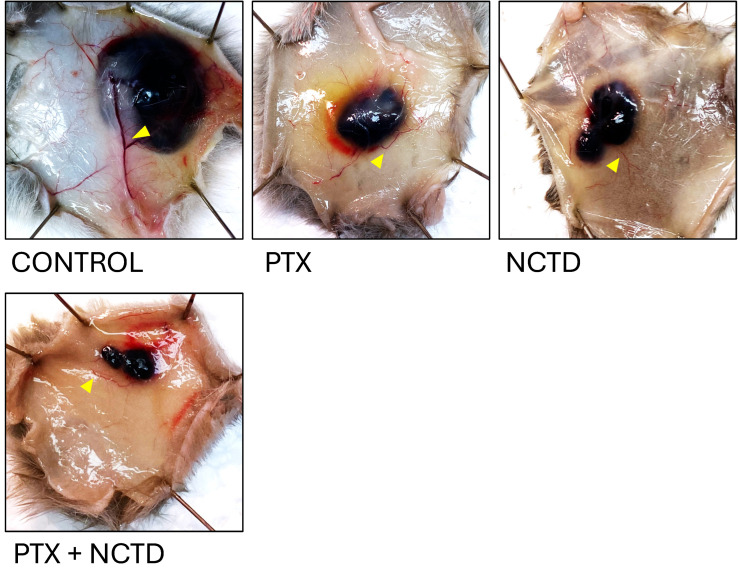
Representative photographs of tumors excised from melanoma-bearing mice (D14), illustrating tumor size differences across treatment groups on day 9 after treatment; treatments were administered intratumorally with n = 6 mice per group. The groups included Control (untreated), PTX (Pentoxifylline, 60 mg/kg), NCTD (Norcantharidin, 3 mg/kg), and PTX + NCTD (combined treatment at the same doses). Yellow arrowheads indicate main tumor-associated blood vessels.

**Figure 3:**
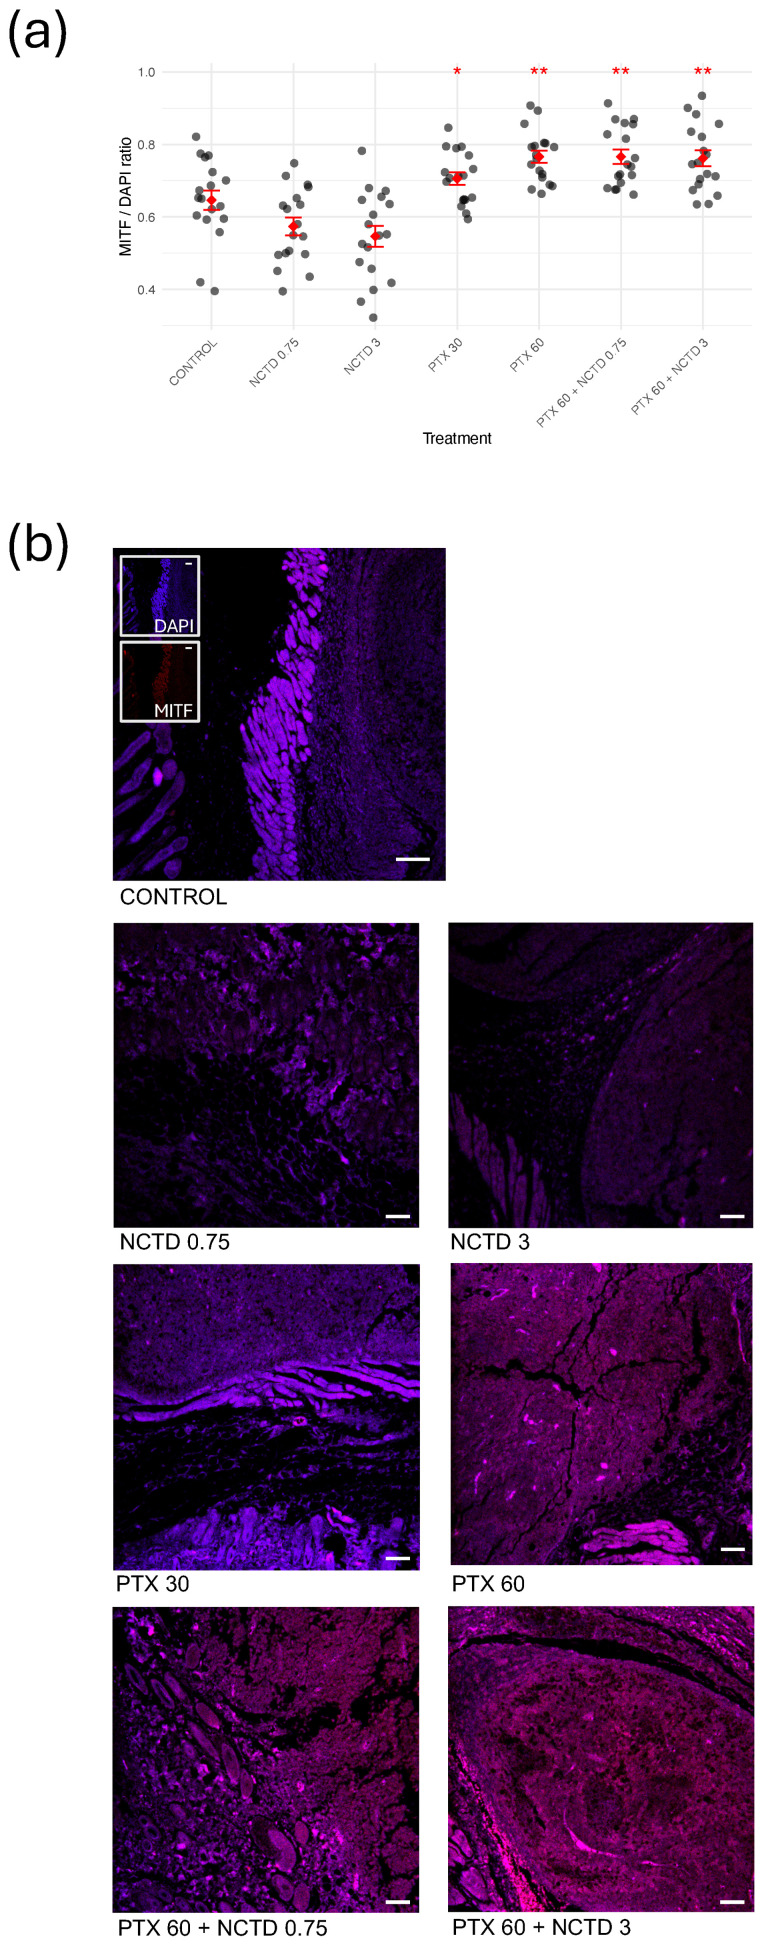
Regulation of MITF expression in melanoma tumors following treatment. (**a**) Quantification of MITF expression levels in tumor tissues by calculating the MITF/DAPI fluorescence ratio. Treatments with PTX 30 mg/kg, PTX 60 mg/kg, PTX 60 mg/kg + NCTD 0.75 mg/kg, and PTX 60 mg/kg + NCTD 3 mg/kg significantly increased MITF expression compared to that in the Control group (* *p* < 0.05; ** *p* < 0.01). (**b**) Representative immunofluorescence merge images at 10× magnification showing MITF staining (magenta/pink signal) in tumor sections from each treatment group. For each sample, three regions of interest were analyzed per tumor section, resulting in 18 data points per group (n = 6 mice). Nuclei were counterstained with DAPI (blue). White scale bars represent 100 µm in all images.

**Figure 4:**
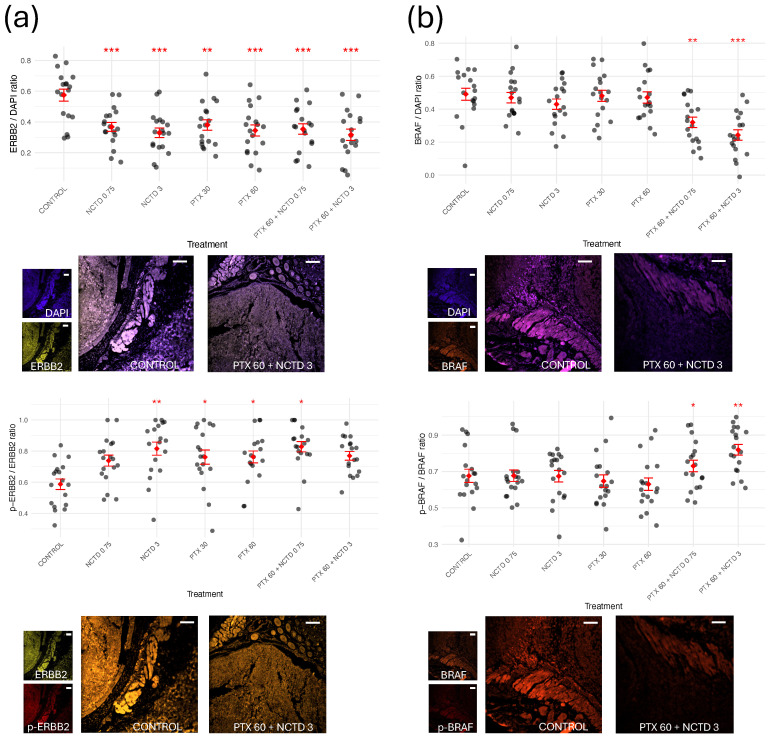
Effects of treatments on the expression and activation of ERBB2 and BRAF in melanoma tumors. Quantification of total protein expression (protein/DAPI ratio, upper graphs in each panel) and phosphorylation status (phosphorylated protein/total protein ratio, lower graphs in each panel) for (**a**) ERBB2 and (**b**) BRAF. Representative immunofluorescence images at 10× magnification (located below each corresponding ratio graph) illustrate protein localization and relative fluorescence intensity in tumor sections from the Control group and combined treatment (PTX 60 mg/kg + NCTD 3 mg/kg). For each sample, three regions of interest were analyzed per tumor section, resulting in 18 data points per group (n = 6 mice). Results are presented as mean ± SD. Statistical analysis was performed using ANOVA followed by Tukey’s post hoc test. Asterisks indicate significant differences versus the Control group (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001). Nuclei were counterstained with DAPI (blue). White scale bars represent 100 µm in all images.

**Figure 5:**
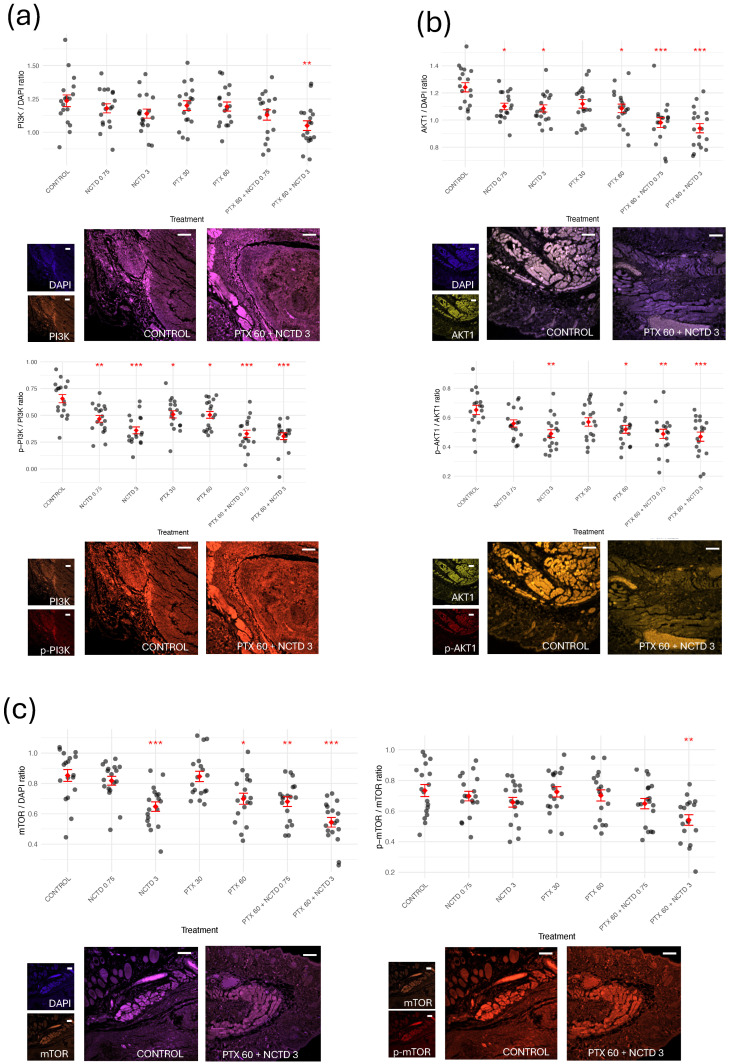
Effects of treatments on the expression and activation of PI3K, AKT1, and mTOR in melanoma tumors. Quantification of total protein expression (protein/DAPI ratio, upper/left graphs in each panel) and phosphorylation status (phosphorylated protein/total protein ratio, lower/right graphs in each panel) for (**a**) PI3K, (**b**) AKT1, and (**c**) mTOR. Representative immunofluorescence images at 10× magnification (located below each corresponding ratio graph) illustrate protein localization and relative fluorescence intensity in tumor sections from the Control group and combined treatment (PTX 60 mg/kg + NCTD 3 mg/kg). For each sample, three regions of interest were analyzed per tumor section, resulting in 18 data points per group (n = 6 mice). Results are presented as mean ± SD. Statistical analysis was performed using ANOVA followed by Tukey’s post hoc test. Asterisks indicate significant differences versus the Control group (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001). Nuclei were counterstained with DAPI (blue). White scale bars represent 100 µm in all images.

**Figure 6:**
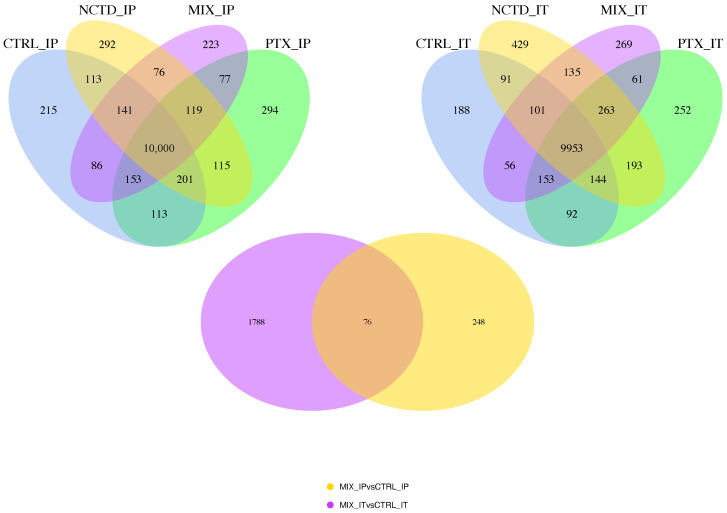
Differentially expressed genes (DEGs) identified by RNA-seq analysis across treatments and administration routes. Venn diagrams showing the number of DEGs in tumor tissues from mice treated via intraperitoneal (**left**) or intratumoral (**right**) routes, compared to their respective Controls (CONTROL_IP and CONTROL_IT). Each treatment group includes PTX, NCTD, and MIX (PTX + NCTD). The lower panel shows the overlap of DEGs between MIX_IP vs. CONTROL_IP and MIX_IT vs. CONTROL_IT comparisons, highlighting commonly regulated genes by the combination therapy regardless of the administration route.

**Figure 7:**
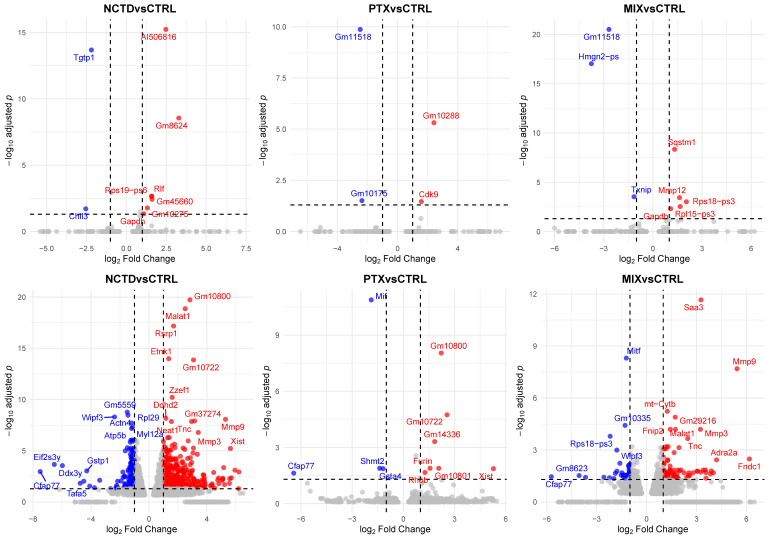
Volcano plots illustrating differential gene expression profiles for each treatment versus control. Upper plots: intraperitoneal administration groups: NCTD_IP vs. CONTROL_IP, PTX_IP vs. CONTROL_IP, and MIX_IP vs. CONTROL_IP. Lower plots: intratumoral administration groups: NCTD_IT vs. CONTROL_IT, PTX_IT vs. CONTROL_IT, and MIX_IT vs. CONTROL_IT. Each plot displays log_2_ fold change (x-axis) versus −log_10_-adjusted *p*-value (y-axis). Red dots represent significantly upregulated genes, blue dots indicate significantly downregulated genes (adjusted *p* < 0.05, |log_2_FC| ≥ 1), and gray dots represent non-significant genes. In each plot are labeled the representative differentially expressed genes to facilitate visualization.

**Figure 8:**
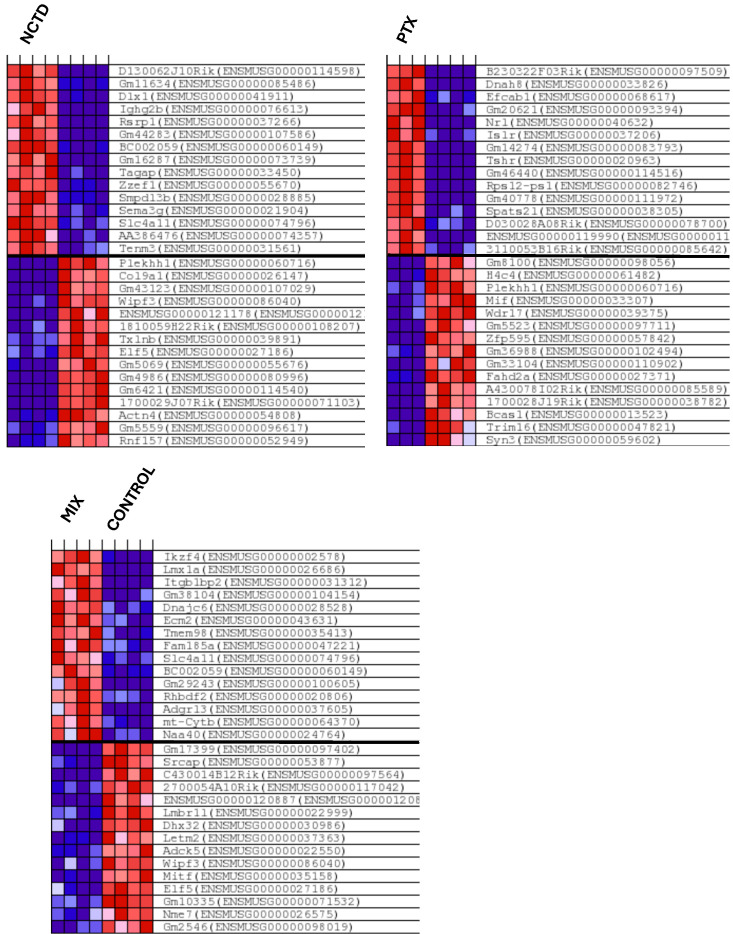
Hierarchical clustering and heatmap visualization of DEGs in intratumoral treatment groups. Heatmaps from GSEA-GO enrichment analyses display the top 15 features for each phenotype based on read count data. Gene expression profiles are shown for NCTD_IT vs. CONTROL_IT, PTX_IT vs. CONTROL_IT, and MIX_IT vs. CONTROL_IT. Each row represents a single gene, and each column corresponds to a tumor sample (n = 3–4 per group). The color scale indicates relative gene expression levels, with red representing upregulation and blue indicating downregulation.

**Figure 9:**
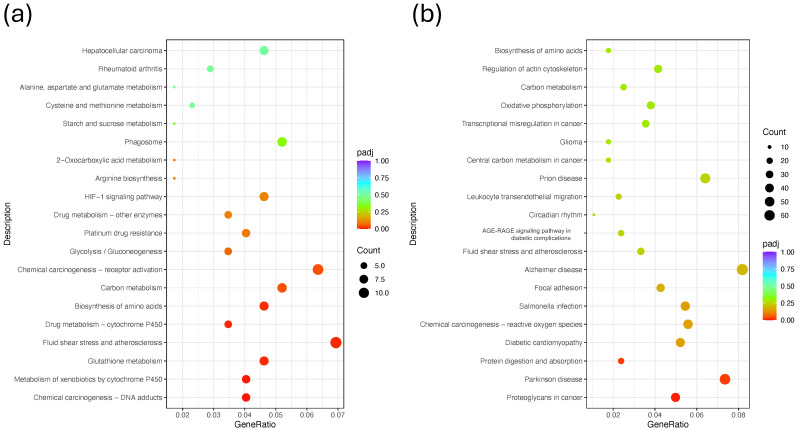
KEGG pathway enrichment analysis of DEGs induced by treatments. (**a**) Enriched pathways for intraperitoneal administration groups (MIX_IP vs. CONTROL_IP). (**b**) Enriched pathways for intratumoral administration groups (MIX_IT vs. CONTROL_IT). Dot plots display the most significantly enriched KEGG pathways, with dot size indicating the number of DEGs associated with each pathway and color representing the adjusted *p*-value (padj). Pathways are ranked by statistical significance.

**Figure 10:**
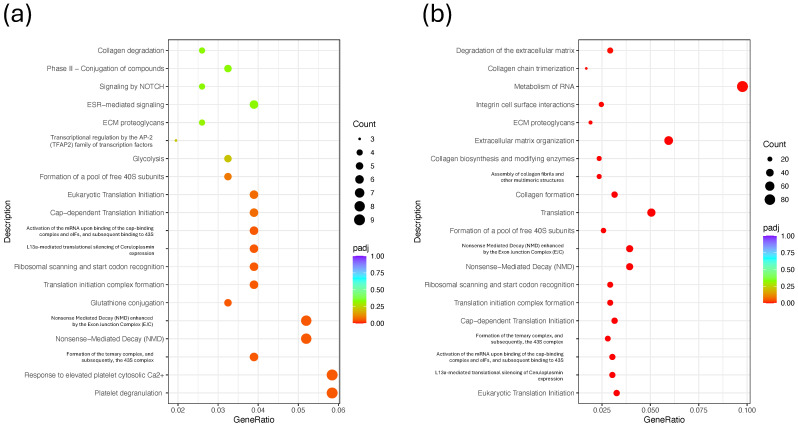
Reactome pathway enrichment analysis of DEGs induced by treatments. (**a**) Enriched pathways for intraperitoneal administration groups (MIX_IP vs. CONTROL_IP). (**b**) Enriched pathways for intratumoral administration groups (MIX_IT vs. CONTROL_IT). Dot plots display the most significantly enriched Reactome pathways, with dot size indicating the number of DEGs associated with each pathway and color representing the adjusted *p*-value (padj). Pathways are ranked by statistical significance.

**Figure 11:**
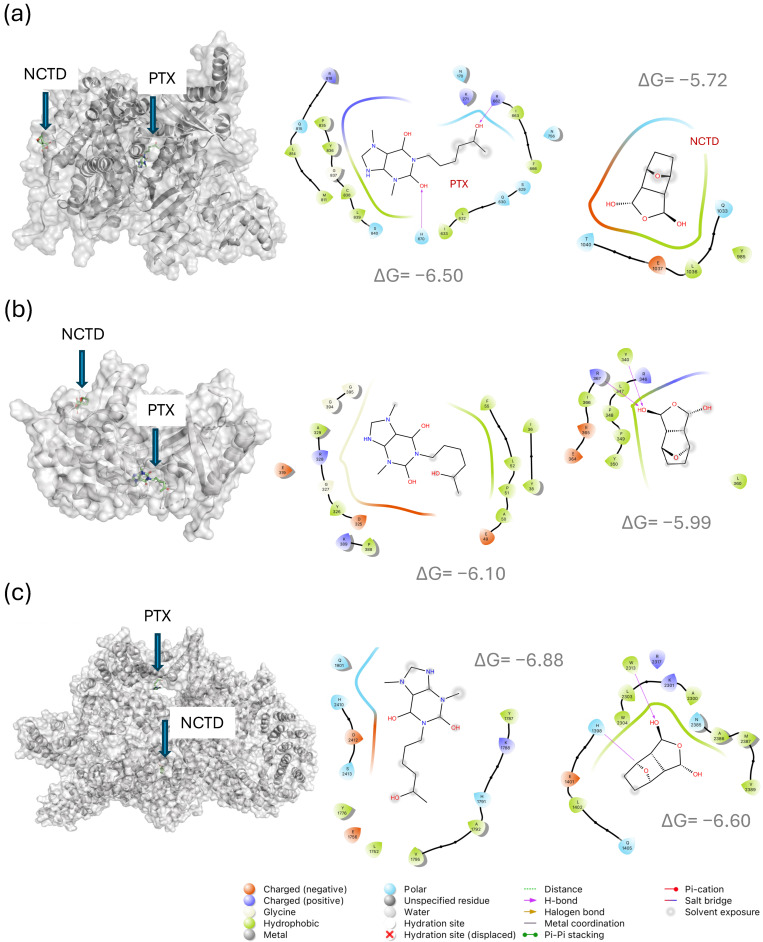
Representative molecular docking poses of pentoxifylline (PTX) and norcantharidin (NCTD) with key proteins in the PI3K/AKT/mTOR signaling pathway. (**a**) PI3K (PDB ID: 4A55), (**b**) AKT1 (PDB ID: 3O96), and (**c**) mTOR (PDB ID: 6BCX). For each target, the 3D binding pose of NCTD and PTX is shown (left panels), along with corresponding 2D interaction maps (right panels) detailing key amino acid residues involved in ligand binding. Binding energies (ΔG, kcal/mol) are indicated for each interaction.

**Figure 12:**
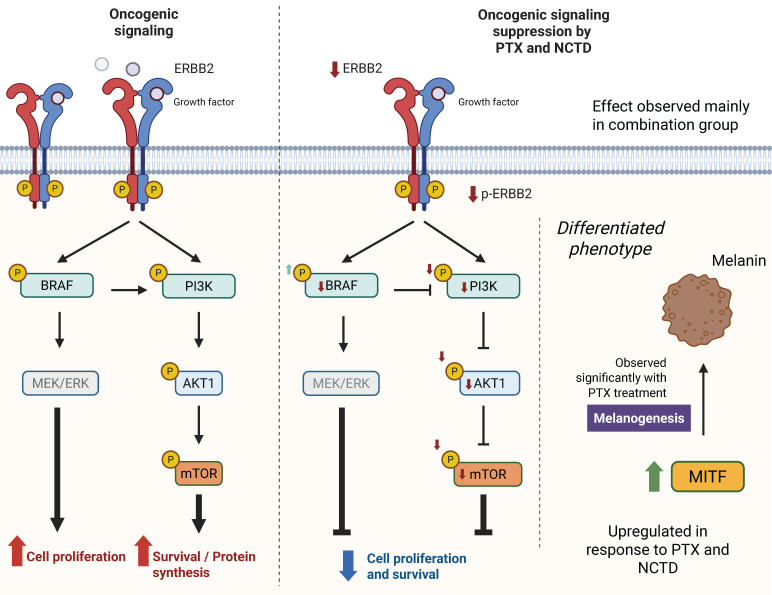
Schematic summary of the main signaling pathways modulated by pentoxifylline (PTX), norcantharidin (NCTD), and their combination in B16-F1 melanoma tumors. The diagram illustrates key proteins involved in the PI3K/AKT/mTOR and ERBB2/BRAF/MEK/ERK pathways and their downstream effects on cell proliferation, survival, and melanogenesis. Reduced phosphorylation (P) levels in treated groups are indicated, along with increased MITF expression and melanin production observed mainly in PTX-treated tumors. The most extensive suppression of oncogenic signaling was observed in the combination group.

**Table 1:** Predicted binding energies of PTX and NCTD (docking scores) with key oncogenic proteins in human and murine models.

Protein	PDB ID	Ligand	Binding Energy (ΔG, kcal/mol)	Binding Site/Residues
Epithelial–Mesenchymal Transition (EMT)				
CDH1	3Q2V	NCTD	−4.76	Tyr175, Asp168. Leu167
		PTX	−4.96	Met193, Glu190, His180
LIM domain-binding protein 1	6PTL	NCTD	−5.47	Gln125, Gly144, Glu143
		PTX	−5.23	Ile165, Phe72, Ile70, Met128, Tyr91, Ile95, Ser94, His132
FZD8	1IJY	NCTD	−6.16	Gly113, Val114, Cys115, Val109, Pro108, Lys77
		PTX	−6.44	Ser78, Cys115, Gly113, Lys77, Pro108, Lys74, Val109
TGF-β1	1KLC	NCTD	−4.79	Arg25, Lys37, Phe24, His34
		PTX	−5.00	Arg25, Phe24, His34
CTNND1	3L6X	NCTD	−5.52	Asp510, Arg383
		PTX	−5.20	Lue620, Glu521, Arg326, Arg329, Val514, Asn517
LFA-1	3F74	NCTD	−4.91	Gly262, Leu289, Ile288, Asp290
		PTX	−5.06	Thr164, Tyr166, Ser165, Thr231, Gly128
CXCL12γ	6EHZ	NCTD	−5.11	Arg12, Cys50, Val49
		PTX	−5.06	Arg12, Cys50, Arg47, Val39, Gln46
Claudin-2	4YYX	NCTD	−6.18	Ile38, Ile36, Gly35, Phe34, Leu95, Arg96
		PTX	−6.47	Asn72, Arg74, Glu51, His46, Gly40, Val55
Cell Proliferation				
PIK3CA	4A55	NCTD	−5.72	Gln1033, Leu1036, Glu1037, Thr1040
		PTX	−6.50	His670, Arg662, Asn170, Arg818, Cys838, Leu839
AKT1	3O96	NCTD	−5.99	Leu360, Tyr340, Arg367, Arg346, Leu347, Pro358, Phe349, Tyr350
		PTX	−6.10	Leu52, Pro51, Asp325, Gly327
mTOR	6BCX	NCTD	−6.60	His1398, Trp2313, Trp2304, Ala2386
		PTX	−6.88	Gln1901, His2410, Asp2412
ERK2	6GJD	NCTD	−6.60	Val39, Lys54, Thr105
		PTX	−6.70	Leu156, Lys54, Ala52, Ile31, Ile86
Melanoma Stem Cell Marker				
CD117	1PKG	NCTD	−6.62	Ala621, Cys809, Leu799, Lys623, Thr670, Val603
		PTX	−7.40	Ala597, Asp810, Asp677, Cys809, Gly596, Leu799, Lys623, Thr6670, Val603
CD117 (extracellular domain)	2EC8	NCTD	−4.90	Gln346, Pro343
		PTX	−5.24	Glu228, Glu368, Leu222, Leu223, Lys342, Thr230, Thr342
KITLG	1EXZ	NCTD	−5.56	Ala147, Arg13, Gly151, Tyr150, Val73, Val170
		PTX	−6.01	Ala147, Arg13, Arg14, Ile152, Ser11, Thr71
KDM5B	5A3P	NCTD	−6.52	Leu716, Met701, Phe700
		PTX	−5.57	Asp77, Leu81, Phe438, Pro439, Val440
Key Drivers of Melanocytic Transformation				
MITF	4ATK	NCTD	−4.66	Asp252
		PTX	−5.53	Ala249, Lys233, Met239, Pro232, Tyr253
B-RAF	4MNF	NCTD	−6.22	Cys532, Phe583, Trp531
		PTX	−7.44	Lys483, Ala481, Asp594, Gly466, Lau514, Phe583, Thr529
RAF-MEK1 complex	4MNE	NCTD	−6.34	Leu74, Leu197, Met146
		PTX	−7.33	Asp208, Gly210, Lys97, Met219, Leu215, Phe209
ERBB2	2A91	NCTD	−6.01	Pro279, Phe270, Ans467
		PTX	−6.73	Asn467, Gly443, Leu28, Tyr280, Val4
NRAS GTPase	6E6H	NCTD	−5.91	Asp13, Gly15, Lys16, Ser17, Val14
		PTX	−6.61	Asp13, Ala18, Ala146, Lys117, Lys147, Phe28, Ser17
Vascularization and Angiogenesis				
HIF1A	3HQR	NCTD	−7.83	Arg383, Ile327, His374, Thr387, Val376
		PTX	−6.34	Arg322, Ile251, Leu240, Tyr310, Val241, Val314
VEGF-A	2VPF	NCTD	−4.53	Ile46, Phe36, Phe47
		PTX	−4.74	Asp63, Cys61, Cys68, Glu64, Lys107
EGF	1IVO	NCTD	−3.51	Lys48
		PTX	−4.43	Gly36, Trp49, Trp50
TWIST1	2MVJ	NCTD	−4.01	Ala9
		PTX	−4.04	Ala6, Ala9, Gly89, Lys10, Ser11
PDPK1	1H1W	NCTD	−6.51	Phe93, ser94, Val127
		PTX	−6.41	Glu130, Lys111, Lys123, Leu113, Ser94
PTGS2	1PXX	NCTD	−6.13	Val291
		PTX	−7.33	Arg44, Leu152, Lys468
Matrix metalloproteinase-1	966C	NCTD	−5.90	Thr241, Val246
		PTX	−5.53	Arg214, Asn205, Asn211, his132, his213, Lys136
Matrix metalloproteinase-2	1QIB	NCTD	−6.53	Leu218, Thr227, Tyr223
		PTX	−6.83	Leu164, Tyr223, Val198
Matrix metalloproteinase-9	5UE3	NCTD	−6.54	Arg249, His228, Leu222, Leu243, Tyr248
		PTX	−7.02	Arg249, His257, Leu243, Thr251
NF-κB (p50 subunit)	1SVC	NCTD	−5.42	Lys147
		PTX	−5.34	Lys147, Phe151, Thr205, Val150

## Data Availability

The raw and proceeded data from RNA-seq supporting the conclusions of this article are available in the GEO (Gene Expression Omnibus) NCBI Repository: GSE301760. The raw data supporting the conclusions of this article will be made available by the authors on request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26157522/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

CDH1	E-cadherin
FZD8	Frizzled-8 receptor
TGF-β1	Transforming growth factor beta 1
CTNND1	p120-catenin
LFA-1	CD11a/CD18 integrin complex = ITGAL/ITGB2
CXCL12γ	C-X-C motif chemokine ligand 12, gamma subunit
Claudin-2	CLDN2
PIK3CA	PI3K catalytic subunit p110α
AKT1	AKT serine/threonine protein kinase 1
mTOR	Mechanistic target of rapamycin
ERK2	MAPK1 protein
CD117	KIT receptor
KITLG	Stem Cell Factor (KIT ligand)
KDM5B	Histone demethylase
MITF	Microphthalmia-associated TF
B-RAF	B-Raf proto-oncogene serine/threonine-protein kinase
ERBB2	HER2 receptor
HIF1A	Hypoxia-inducible factor 1-alpha
VEGF-A	Vascular endothelial growth factor A
EGF	Epidermal growth factor
TWIST1	Twist-related protein 1
PTGS2	Cyclooxygenase-2
PDPK1	3-phosphoinositide-dependent protein kinase-1
NF-κB	NF-κB complex
GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes
Reactome	Reactome Pathway Database
GSEA	Gene Set Enrichment Analysis
SD	Standard deviation
D	Day (D6, Day 6)
ΔG	Binding free energy

# Supplementary material for: Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study
**Source:** Int J Mol Sci. 2025 Aug 4;26(15):7522. doi: 10.3390/ijms26157522
**Supplement:** Supplementary file 1

## MICE: DBA/2J, 6-8 weeks old

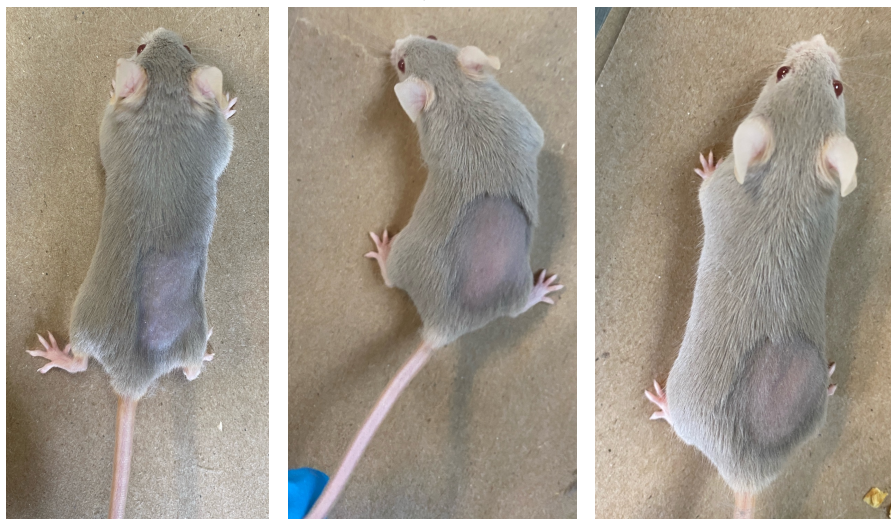

**D0**

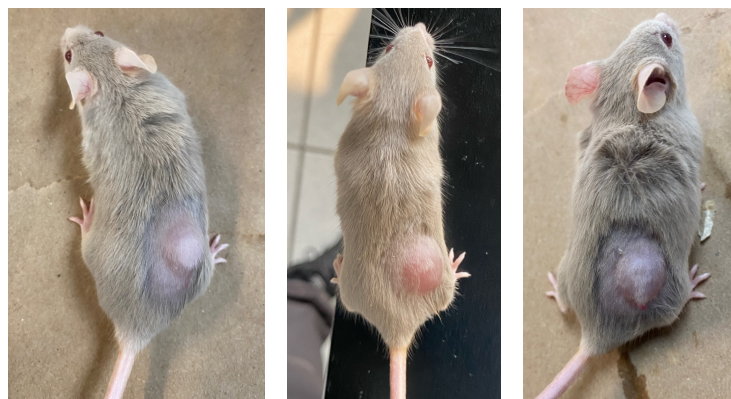

**D0: Subcutaneous  
injection of B16-F1  
melanoma cells**

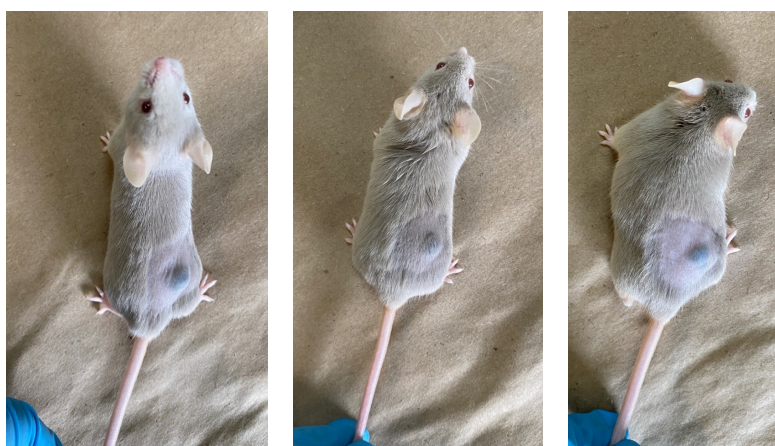

**D6: treatment  
initiation**

**Figure S1. Representative DBA/2J mice at baseline (D0) and day 6 (D6) showing tumor development prior to treatment initiation.** Representative DBA/2J mice on day 0 (D0) after shaving, followed by subcutaneous injection/implantation of B16-F1 melanoma cells into the right flank. Lower panels show the same mice on day 6 (D6), with visible tumor development reaching approximately 50 mm<sup>3</sup> in volume, marking the starting point for treatment administration.

# Supplementary material for: Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study
**Source:** Int J Mol Sci. 2025 Aug 4;26(15):7522. doi: 10.3390/ijms26157522
**Supplement:** Supplementary file 1

# INTRATUMORAL TREATMENTS VS CONTROL

Control

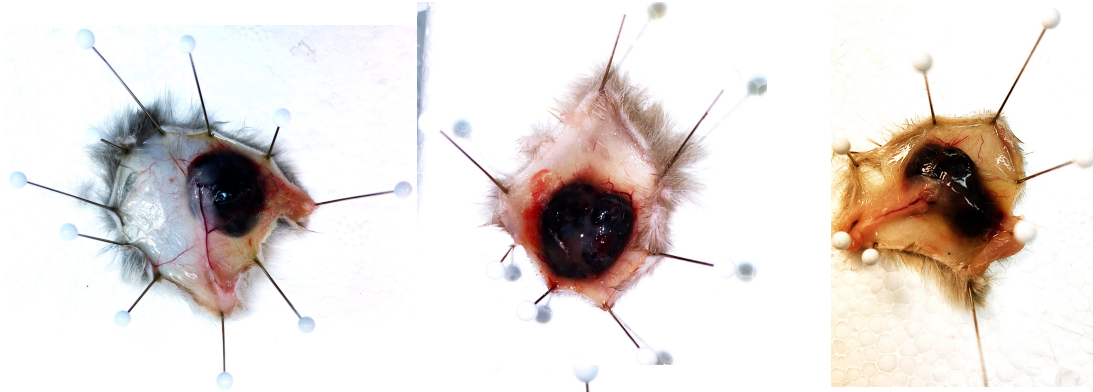

PTX

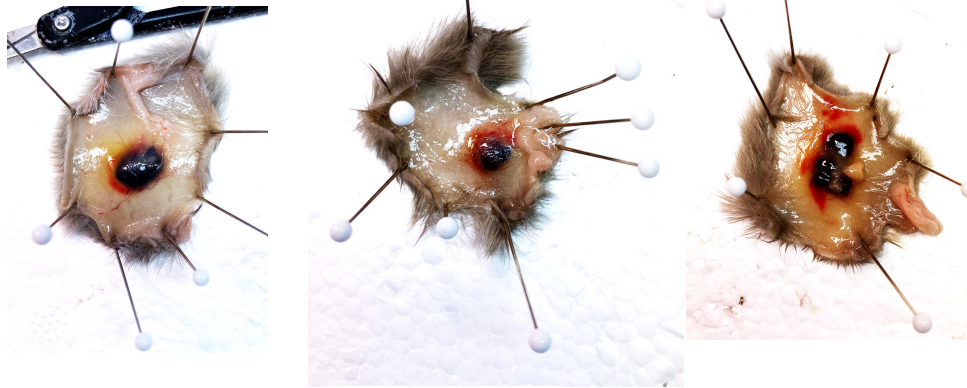

NCTD

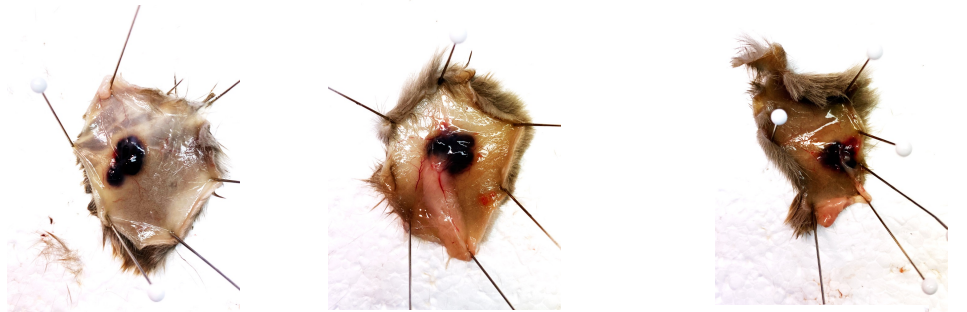

COMBINED  
TREATMENT  
(MIX)

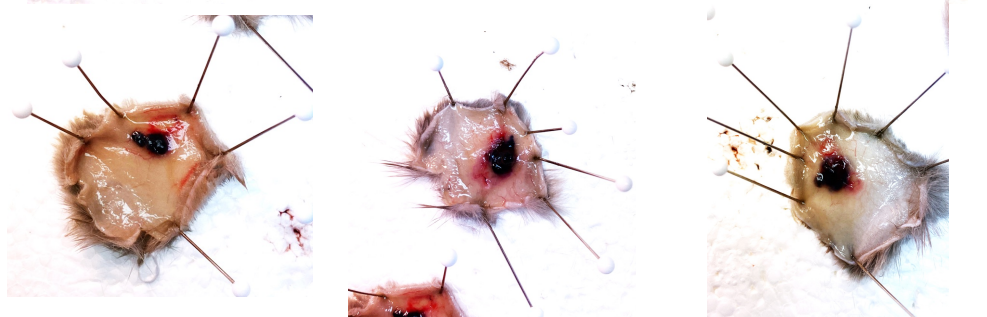

**Figure S2. Representative images of excised tumors from intratumorally treated mice after euthanasia, showing tumor size differences across treatment groups.** Representative images of excised tumors from melanoma-bearing mice following euthanasia, showing tumor size differences across the intratumoral treatment groups. From top to bottom: Control, PTX (60 mg/kg), NCTD (3 mg/kg), and the combination treatment (PTX + NCTD).

# Supplementary material for: Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study
**Source:** Int J Mol Sci. 2025 Aug 4;26(15):7522. doi: 10.3390/ijms26157522
**Supplement:** Supplementary file 1

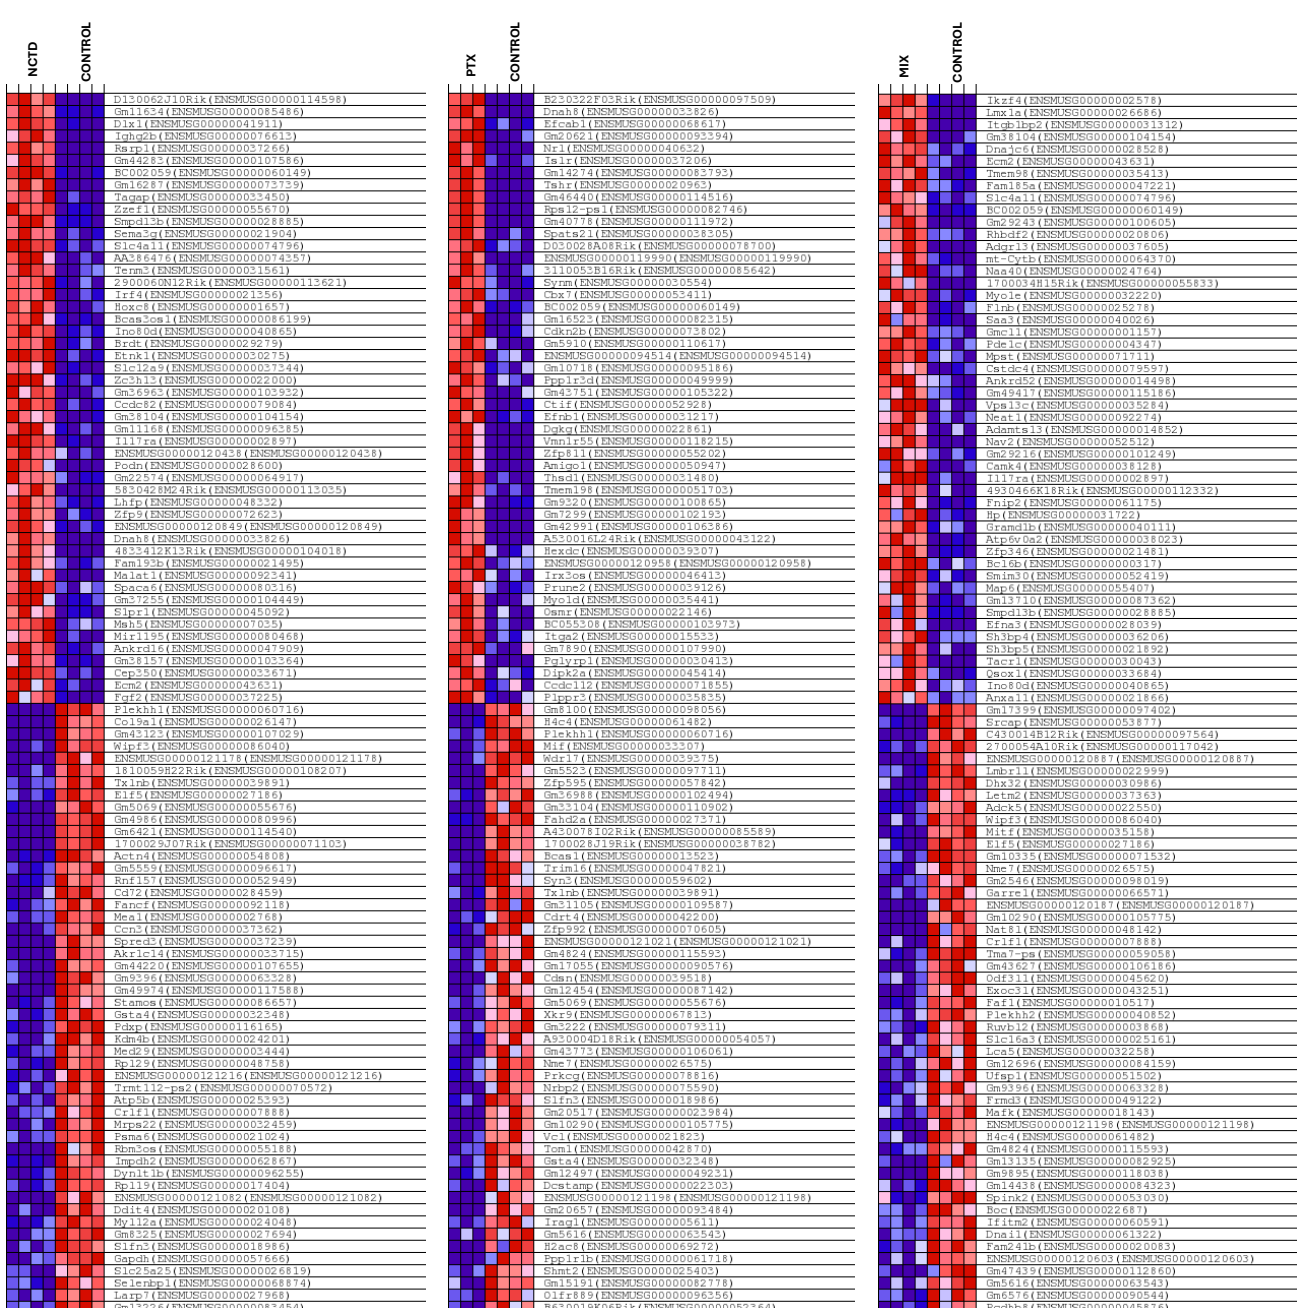

**FIGURE S5. Hierarchical clustering and heatmap visualization of differentially expressed genes (DEGs) in intratumoral treatment groups.** Hierarchical clustering and heatmap visualization of differentially expressed genes (DEGs) in intratumoral treatment groups. Heatmaps from GSEA-GO enrichment analyses display the top 50 features for each phenotype based on read count data. Gene expression profiles are shown for NCTD\_IT vs CONTROL\_IT, PTX\_IT vs CONTROL\_IT, and MIX\_IT vs CONTROL\_IT. Each row represents a single gene, and each column corresponds to a tumor sample (n = 3-4 per group). The color scale indicates relative gene expression levels, with red representing upregulation and blue indicating downregulation.

# Supplementary material for: Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study
**Source:** Int J Mol Sci. 2025 Aug 4;26(15):7522. doi: 10.3390/ijms26157522
**Supplement:** Supplementary file 1

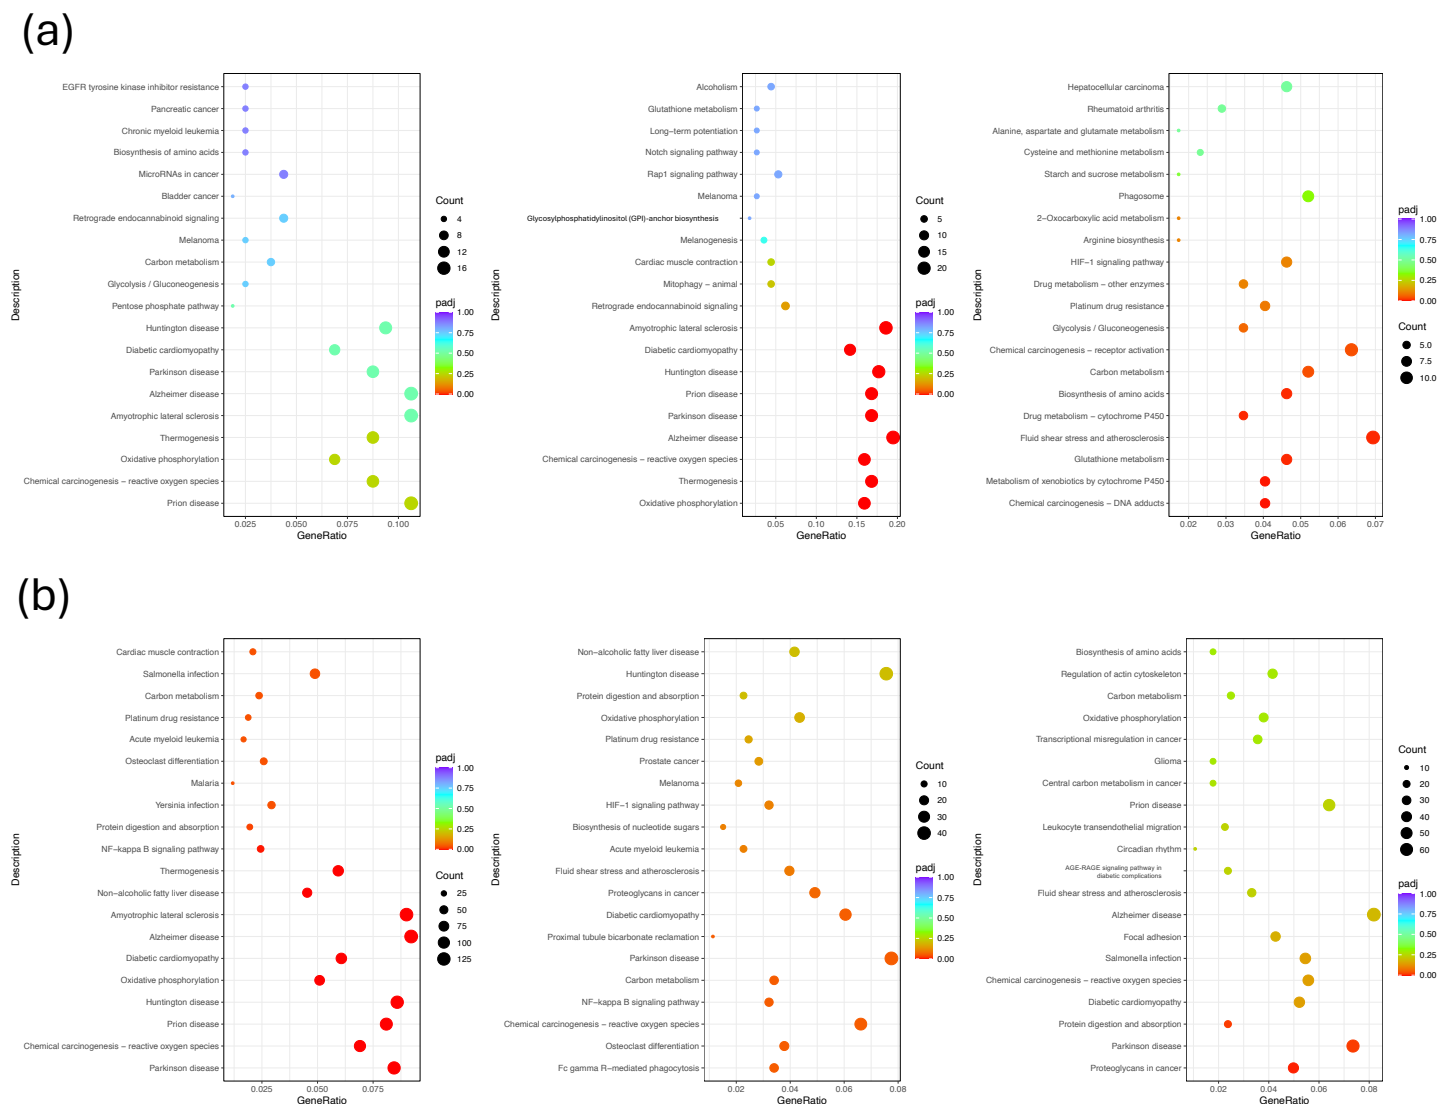

**Figure S6. KEGG pathway enrichment analysis of differentially expressed genes (DEGs) induced by treatments.** (a) Enriched pathways for intraperitoneal administration groups (NCTD\_IP, PTX\_IP, and MIX\_IP vs CONTROL\_IP), left to right respectively. (b) Enriched pathways for intratumoral administration groups (NCTD\_IT, PTX\_IT, and MIX\_IT vs CONTROL\_IT), left to right respectively. Dot plots display the most significantly enriched KEGG pathways, with dot size indicating the number of DEGs associated with each pathway and color representing the adjusted  $p$ -value (padj). Pathways are ranked by statistical significance.

# Supplementary material for: Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study
**Source:** Int J Mol Sci. 2025 Aug 4;26(15):7522. doi: 10.3390/ijms26157522
**Supplement:** Supplementary file 1

(a)

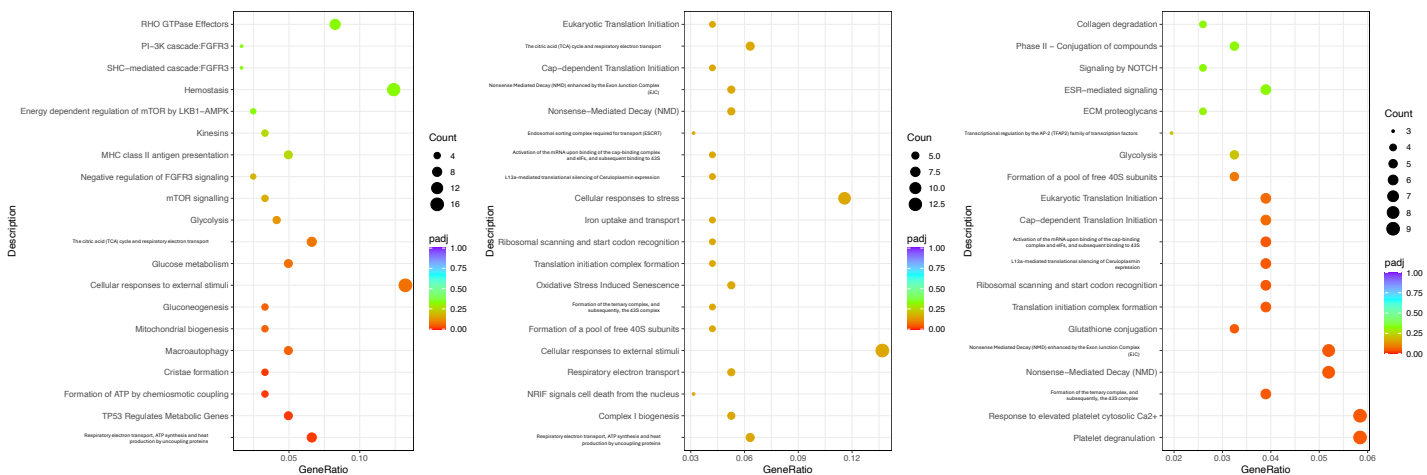

(b)

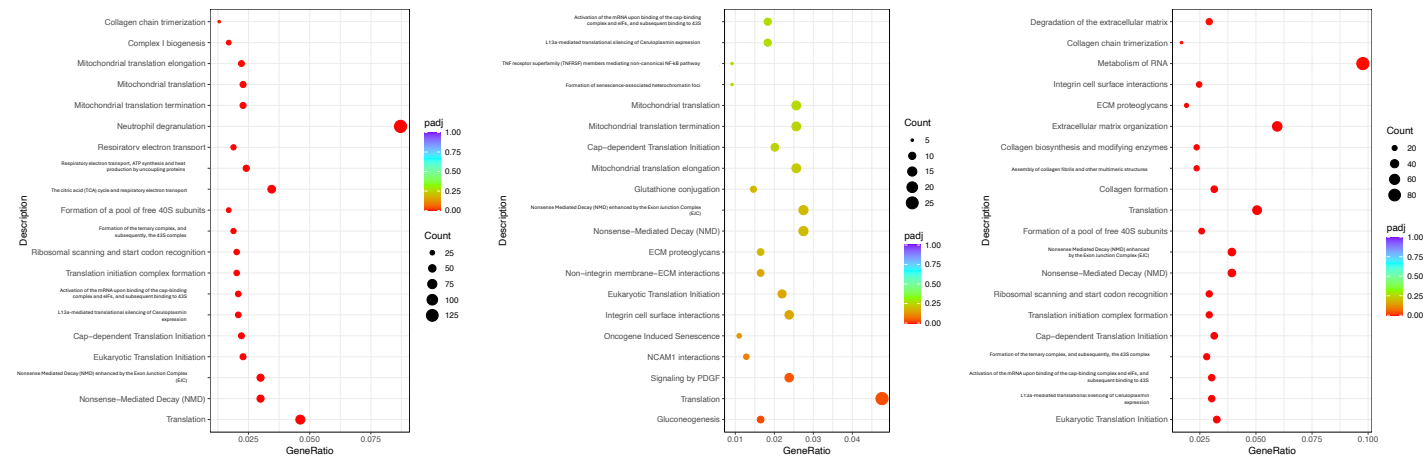

**Figure S7. Reactome pathway enrichment analysis of differentially expressed genes (DEGs) induced by treatments.** (a) Enriched pathways for intraperitoneal administration groups (NCTD\_IP, PTX\_IP, and MIX\_IP vs CONTROL\_IP), left to right respectively. (b) Enriched pathways for intratumoral administration groups (NCTD\_IT, PTX\_IT, and MIX\_IT vs CONTROL\_IT), left to right respectively. Dot plots display the most significantly enriched Reactome pathways, with dot size indicating the number of DEGs associated with each pathway and color representing the adjusted  $p$ -value (padj). Pathways are ranked by statistical significance.

# Supplementary material for: Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study
**Source:** Int J Mol Sci. 2025 Aug 4;26(15):7522. doi: 10.3390/ijms26157522
**Supplement:** Supplementary file 1

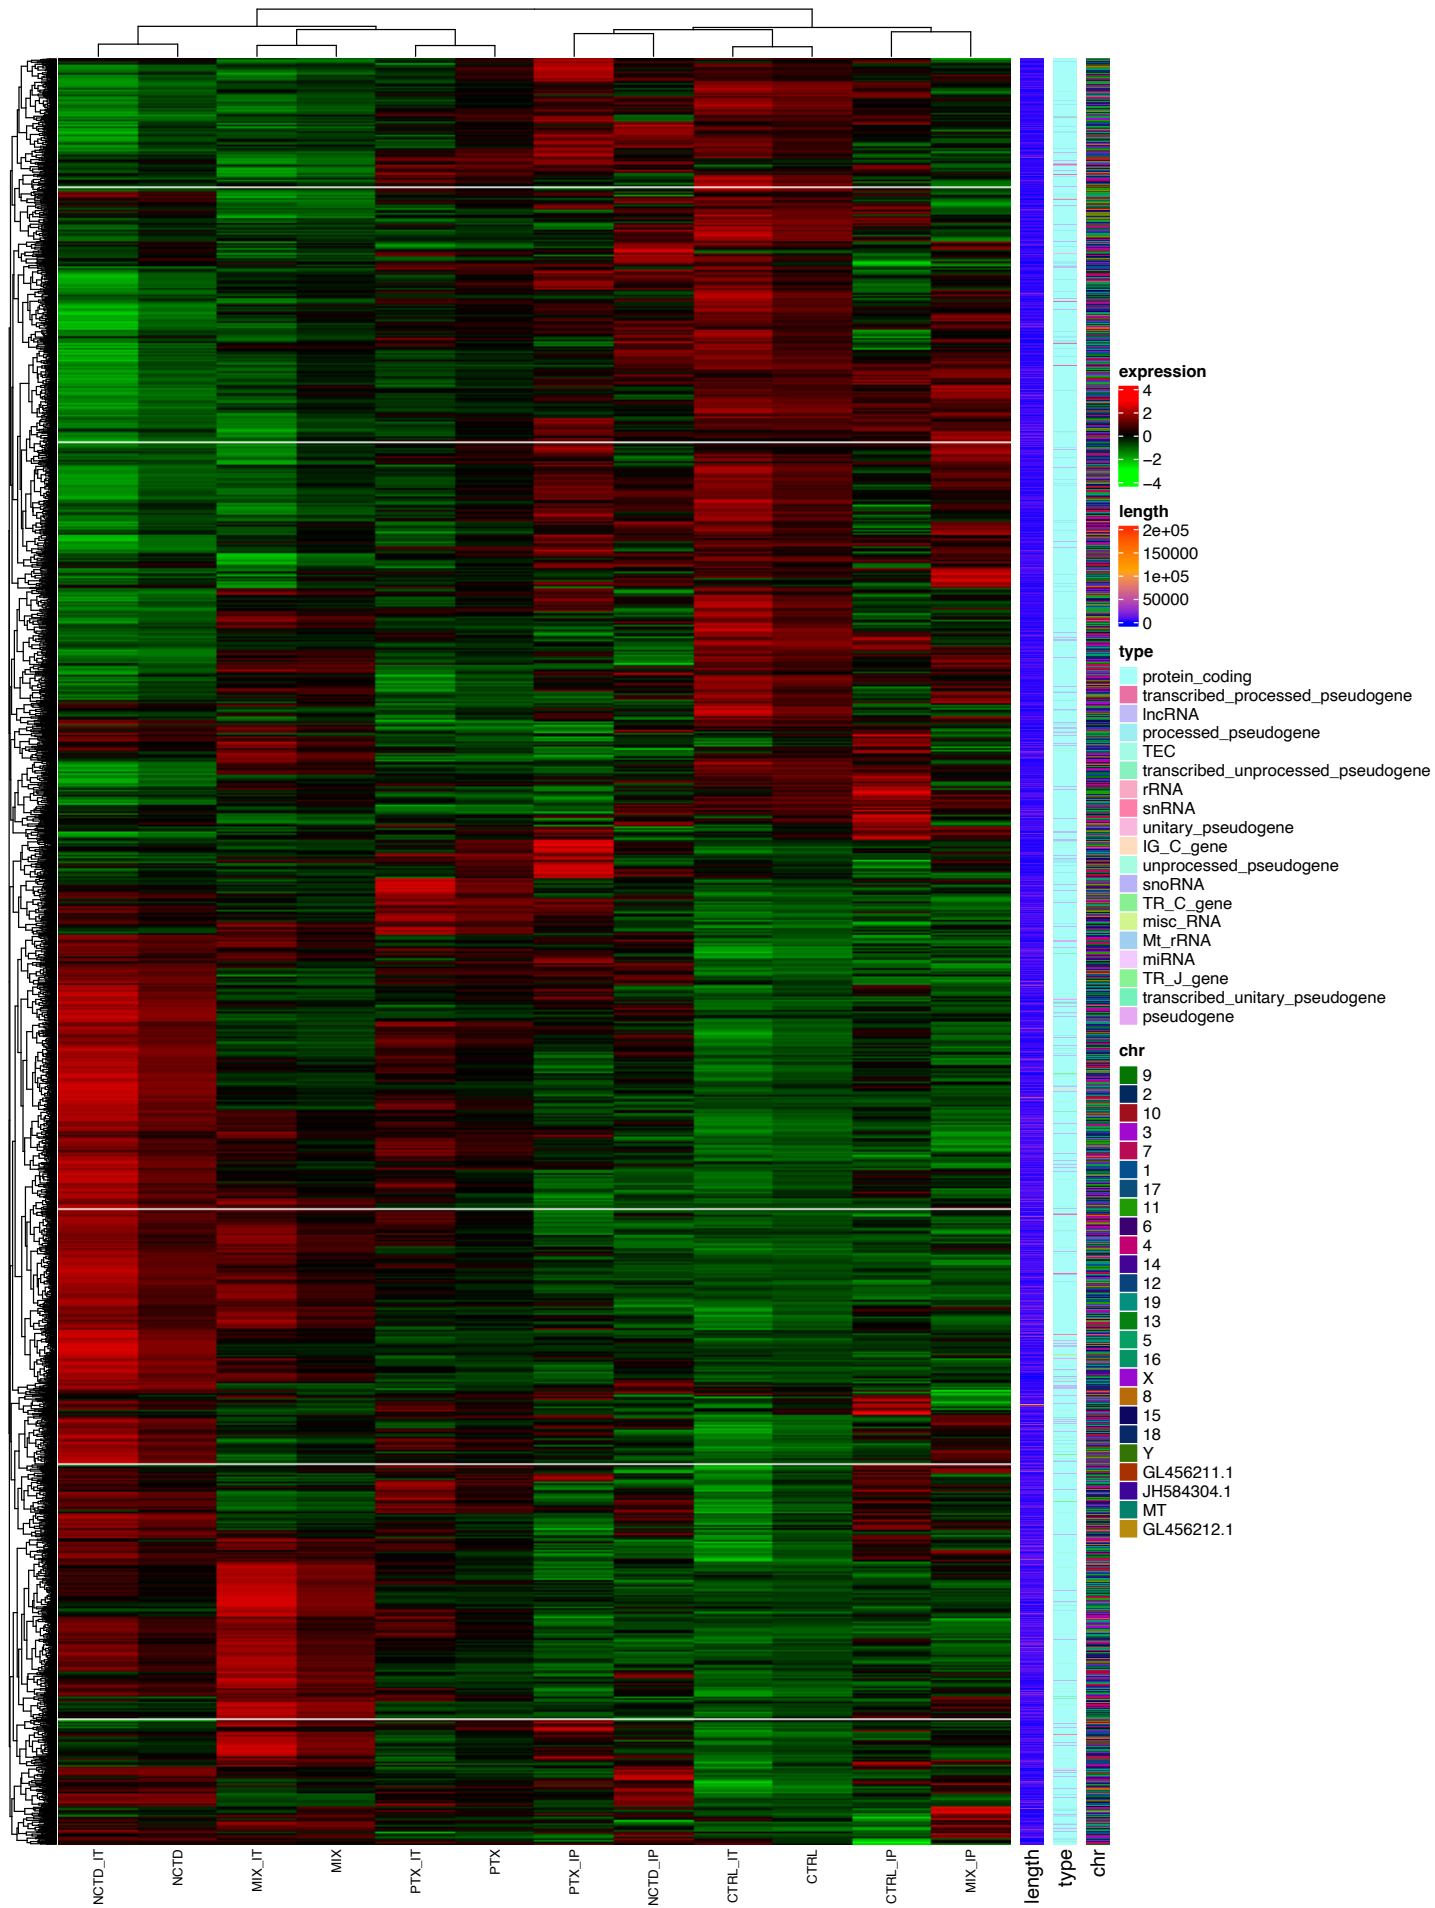

**FIGURE S8. Hierarchical clustering and heatmap of DEGs across all treatment groups and conditions.** Hierarchical clustering and heatmap visualization of differentially expressed genes (DEGs) across all treatment groups. The panel shows the overall clustering of all samples (intraperitoneal and intratumoral groups combined). Also it is display clustering by treatment type: Control, PTX (both doses and routes), NCTD (both doses and routes), and the combination treatment (PTX + NCTD), highlighting global gene expression patterns associated with each drug condition.

# Supplementary material for: Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study
**Source:** Int J Mol Sci. 2025 Aug 4;26(15):7522. doi: 10.3390/ijms26157522
**Supplement:** Supplementary file 1

**Table S1.** Post hoc Tukey HSD pairwise comparisons for tumor volume between treatments and administration routes (IP vs IT) at day 9.

| Group 1      | Group 2              | Mean Difference | Adjusted p-value | 95% CI Lower | 95% CI Upper | Significant (Yes/No) | Significance Level |
|--------------|----------------------|-----------------|------------------|--------------|--------------|----------------------|--------------------|
| CONTROL (IP) | CONTROL (IT)         | 0.5905          | 0.9773           | -2.1964      | 3.3774       | False                | ns                 |
| CONTROL (IP) | NCTD 3 (IP)          | -6.3157         | 0.0              | -9.1027      | -3.5288      | True                 | ***                |
| CONTROL (IP) | PTX 60 (IP)          | -7.2763         | 0.0              | -10.0633     | -4.4894      | True                 | ***                |
| CONTROL (IP) | PTX 60 + NCTD 3 (IP) | -8.1587         | 0.0              | -10.9456     | -5.3718      | True                 | ***                |
| CONTROL (IT) | NCTD 3 (IP)          | -6.9062         | 0.0              | -9.6932      | -4.1193      | True                 | ***                |
| CONTROL (IT) | PTX 60 (IP)          | -7.8668         | 0.0              | -10.6538     | -5.0799      | True                 | ***                |
| CONTROL (IT) | PTX 60 + NCTD 3 (IP) | -8.7492         | 0.0              | -11.5362     | -5.9623      | True                 | ***                |
| NCTD 3 (IP)  | PTX 60 (IP)          | -0.9606         | 0.8767           | -3.7475      | 1.8263       | False                | ns                 |
| NCTD 3 (IP)  | PTX 60 + NCTD 3 (IP) | -1.843          | 0.3638           | -4.6299      | 0.9439       | False                | ns                 |
| PTX 60 (IP)  | PTX 60 + NCTD 3 (IP) | -0.8824         | 0.9066           | -3.6693      | 1.9046       | False                | ns                 |

Two-way ANOVA analyses. Significance levels:  $p < 0.001$  (\*\*\*). Adjusted p-values were used after correction for multiple comparisons. ns, not significance.

# Supplementary material for: Pentoxifylline and Norcantharidin Synergistically Suppress Melanoma Growth in Mice: A Multi-Modal In Vivo and In Silico Study
**Source:** Int J Mol Sci. 2025 Aug 4;26(15):7522. doi: 10.3390/ijms26157522
**Supplement:** Supplementary file 1

Table S2. Reference compounds (positive controls).

How the deposited data were processed for this re-analysis (not part of the article)

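Sequencing of RNA measured gene expression in 23 melanoma tumors of mice, 8 treated by the intraperitoneal route and 15 by the intratumoral route, in 8 groups. The tumors were assigned to their groups by their labels, in which each tumor has a replicate number of its own. The authors prepared libraries from the 3′ end of messenger RNA, trimmed the reads with Trimmomatic, aligned them to the mouse genome GRCm39 with STAR and deposited the counts of reads per gene that STAR gave, without normalization. The paper's text does not name the strand setting of the counting, the treatment of reads that align to several places, or the use of molecular identifiers. Overlapping genes, antisense genes and near-identical copies can therefore share reads. The table lists 56748 genes, of which 27684 had no count in any tumor, and 882 gene symbols occur more than once. All columns of the table that hold values of a tumor were used.

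The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, and libraries were scaled by TMM. For each route the 4 groups entered the same quasi-likelihood model, and each treatment was compared with the control of its route at a Benjamini-Hochberg adjusted p below 0.05. Effects of a drug by the 2 routes were compared in a model of all 23 tumors, and the departure of the combination from the sum of its drugs was tested in the 15 IT tumors. All edgeR, DESeq2 and camera tests were two-sided. Distances between tumors were Euclidean over log2 CPM with a prior count of 2, with exact permutation tests for 2 groups and 100000 permutations for the 23 tumors (10000 under the alternatives), all one-sided. The seed of all random draws was 20250804.

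The pathway databases and the clusterProfiler analysis that the paper used were not used here. In their place, 16 sets of genes for the processes named in the paper and 13 sets of marker genes were written by hand and tested with camera at an inter-gene correlation of 0.01. The groups, the designs, these sets, the rule for naming genes and most alternatives were fixed before the data were examined. By that rule the text names genes labelled in Fig. 7 for a comparison, the 3 genes with the smallest p in each direction, the genes of proteins measured in the paper, sex-linked genes, and Tyrp1 and Gpnmb, while members of the gene sets are reported as sets. Genes named outside it are marked as chosen after their values were seen.

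The counting step, the model and the set test were tested on simulated counts drawn from the means and library sizes of these tumors, with 200 genes changed by 2 on the log2 scale. In the IP design 136 of the 197 changed genes that passed the filter were recovered (69.0%) and 7 unchanged genes were called. In the IT design 162 of 192 were recovered (84.4%) and 10 unchanged genes were called. A comparison without any simulated change gave 0 calls in both designs, with 592 and 581 genes at an unadjusted p below 0.05. Each gene was drawn on its own, with a spread set by its expression level and not by its own values. The simulation therefore cannot test camera where the genes of a set move together. The shares recovered may be higher than these tumors allow.

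Depth limits what each tumor can show. The floor of 3 counts corresponds to between 0.448 and 1.05 CPM across the tumors and covers counting error only. Pairs of tumors of the same group differed by more than the sampling noise, with a chi-square per degree of freedom between 8.09 and 64.6. This check can find only repeated reads of the same library, and that each sample is a separate tumor was taken from the labels.

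The alternatives were DESeq2 in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, protein-coding genes alone, only the 2 groups compared or all 23 tumors in a model, other thresholds, the log2 CPM of Xist as a covariate, other rules for detection, other distances, other set tests, and leaving out each tumor in turn. Tumor growth, immunofluorescence and docking have no counts and were not analysed here.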

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

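The tally of Xist and Y-linked reads, the test between routes on gene sets and the relation of ribosomal protein genes to satellite-containing gene models were chosen only after the results were seen.

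A tumor far from the other tumors of its group was looked for in 86 groups of 4 tumors, by the gap to the nearest tumor divided by the range of the group on the log2(CPM + 2) scale. This ratio exceeded Dixon's critical value in 4 groups, where 4.3 are expected by chance. Gm11518 was at 885 CPM in replicate 12 of CONTROL_IT against 38.0 to 46.3 CPM in the others (ratio 0.939). Furin was at 65.0 CPM in replicate 21 of MIX_IT against 306 to 388 CPM (ratio 0.865), and Saa3 at 6.06 CPM in replicate 9 of CONTROL_IT against 15.0 to 17.1 CPM (ratio 0.867). Ddx3y had 1 count in replicate 18 of NCTD_IT and 0 in the other tumors (ratio 1), so all of its values there are under the floor. The number of such tumors is what chance gives. Gm11518 is a processed pseudogene whose reads can come from near-identical copies. No technical or biological explanation was tested for these tumors.

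The effect of a drug on gene sets differed between the 2 routes. In camera on the route contrast, 11 of 16 sets had an adjusted p below 0.05 for NCTD, 8 for PTX and 9 for the combination. With the inter-gene correlation estimated for each set there were 0 for each drug, with 2, 1 and 1 sets at an unadjusted p below 0.05. The sets past the threshold therefore depend on this setting. A technical explanation is RNA quality or genomic DNA in the library, under which tumors of the same group with more reads on satellite-containing gene models would have fewer on ribosomal protein genes. The deviations from the group means had a Pearson correlation of -0.344 over the 23 tumors (permutation p = 0.0403, 0.121 after Benjamini-Hochberg adjustment over 3 relations) and a Spearman correlation of -0.444 (permutation p = 0.0755, 0.150 after adjustment). Without the 2 tumors farthest from the median Pearson's correlation was -0.474. Within the 15 IT tumors it was -0.482 (permutation p = 0.0976) and within the 8 IP tumors -0.457 (exact permutation p = 0.375). The relation has the predicted sign in both routes and fails the correction. The group means of PTX_IP go against it, since satellite-containing gene models rose there (mean log2 fold change of 2.91, adjusted p = 0.0448 in limma's camera) while cytosolic ribosomal protein genes rose as well (0.26, adjusted p = 8.5e-09 in limma's camera, and 0.850 with the inter-gene correlation estimated). In NCTD_IP the satellite-containing gene models did not pass (adjusted p = 0.0533 in limma's camera), and of its 2 tumors only replicate 6 lay above both controls (mean log2 value of 4.36 against 1.80 and 2.43, with 1.77 in replicate 5). The test leaves this explanation open. Each route is also a batch of its own in the labels and had a solvent of its own, saline or DMSO. None of these can be separated from the others. A biological effect of the route remains a hypothesis.

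Xist had a mean of 9.27 CPM in NCTD_IT and 7.30 CPM in PTX_IT, against 0.197 CPM in CONTROL_IT and 0 in MIX_IT. Fig. 7 of the paper labels Xist in NCTD_IT and PTX_IT. A candidate explanation is the sex of the mice, since host cells of a female mouse carry Xist and no Y-linked genes. Of the 15 IT tumors, 0 had both Xist and the Y-linked genes above 2 CPM and 1 had neither (a PTX_IT tumor with 5 counts of Xist and 0 of the Y-linked genes). By the test as first written, that 1 tumor goes against this explanation. At the floor of 3 counts, a limit chosen after the values were seen, exactly 1 of the 2 was present in each of the 15 tumors. All NCTD_IT and PTX_IT tumors had Xist, and all CONTROL_IT and MIX_IT tumors had the Y-linked genes. The paper states that the groups were sex-matched. Among the 8 IP tumors, 7 had exactly 1 of the 2 above the floor and 1 had both, replicate 2 of CONTROL_IP with 55 counts of Xist and 4 of the Y-linked genes. Replicate 1 of CONTROL_IP had 0 counts of Xist and 59 of the Y-linked genes, and the 6 treated IP tumors had 0 counts of Xist. An exchange of samples was not tested. In NCTD_IT and PTX_IT against CONTROL_IT the treatment cannot be told apart from whatever separates Xist from the Y-linked genes, while MIX_IT and CONTROL_IT lie on the same side.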

How the results depend on the processing

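The fit with edgeR's legacy option turned off and the alternatives of the set test between routes were chosen only after results were seen. No paired analysis was possible because each tumor has a replicate number of its own.

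Of 397 results for named genes under an alternative, 284 kept their direction and their side of the threshold, 65 were weaker, 33 stronger, 12 moved by more than the spread between tumors and 3 changed direction. Of 337 results for counts and shares, 240 stayed, 88 moved, 8 were weaker and 1 was stronger. DESeq2's size factors in edgeR changed the call of 0 of 40 named genes and gave 166 DEGs for NCTD_IT, against 171 with TMM. For every change listed here the cause was not tested.

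The numbers of DEGs depended on the tool, the filter and the threshold. For NCTD_IP, PTX_IP and MIX_IP the main result was 0, and the numbers were 9, 4 and 8 with DESeq2 on the 2 groups compared, 8, 4 and 8 with a log2 fold change of at least 1 as well, 288, 243 and 324 at its unadjusted p, 71, 71 and 51 without the filter, and 446, 659 and 365 at edgeR's unadjusted p. DESeq2 on all 4 groups gave 1 gene for PTX_IP (Gm10175) and 2 for MIX_IP (Pgk1-rs7 and Rps18-ps3). With only the 2 groups compared edgeR gave 2 for NCTD_IP (AI506816 and Tgtp1) and 2 for MIX_IP (Gm11518 and Hmgn2-ps). Those outside the rule for naming genes are named after their values were seen.

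For NCTD_IT, PTX_IT and MIX_IT, where the main results were 171, 0 and 0, DESeq2 on the 2 groups compared gave 1378, 14 and 228 genes, 588, 11 and 105 with a log2 fold change of at least 1 as well, and 3234, 1070 and 1864 at its unadjusted p. DESeq2 on all 4 groups gave 918, 3 (Gm10800, Gm10722 and Xist) and 191. Without the filter edgeR gave 1190, 222 and 364, and at its unadjusted p 2698, 792 and 1622. For NCTD_IT it gave 946 with only the 2 groups compared, 777 with all 23 tumors, 95 with a log2 fold change of at least 1, and 331 with the legacy option off. For MIX_IT it gave 9 with all 23 tumors, 1 with protein-coding genes alone (Mitf), and 2 with the legacy option off (Mitf and Mmp9). With the log2 CPM of Xist as a covariate there were 0 genes for NCTD_IT (681 at an unadjusted p below 0.05) and 86 for MIX_IT. Across the 8 fits that each left out 1 tumor, the numbers ranged from 0 to 191 for NCTD_IT (1952 to 2875 at an unadjusted p below 0.05) and from 0 to 3 for MIX_IT (1025 to 1966).

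Genes shared by MIX_IP and MIX_IT numbered 0 in the main result, 2 with DESeq2 (Txnip and Rps18-ps3), 23 without the filter, 45 at an unadjusted p (9 with the same direction) and 76 at DESeq2's unadjusted p. Genes whose effect differed between routes numbered 0 for NCTD, PTX and the combination. They numbered 1452, 700 and 996 at an unadjusted p, 78, 1 and 1 with DESeq2, and 283, 110 and 139 without the filter. Departures from additivity numbered 5 in the main result, 1412 at an unadjusted p, 20 with DESeq2 and 443 without the filter.

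With the inter-gene correlation estimated, 0 gene sets passed in all 6 comparisons and in the 3 contrasts between routes, with 0 to 1 and 1 to 2 sets at an unadjusted p below 0.05. Fisher's exact test gave 1 set for NCTD_IP, 2 for PTX_IP, 1 for MIX_IP, 1 for PTX_IT and 5 for MIX_IT, and for NCTD_IT 9 against 11. The share of distance explained in NCTD_IT was 0.351 with the 500 most variable genes and 0.328 with protein-coding genes (exact permutation p = 0.0571 for both). It was 0.486 with Spearman's correlation (exact permutation p = 0.0286), and ranged from 0.292 to 0.393 with 1 tumor left out (exact permutation p from 0.0286 to 0.0857). That in MIX_IT ranged from 0.192 to 0.270 with 1 tumor left out (exact permutation p from 0.0286 without replicate 22 to 0.286). Tumors whose nearest neighbour had the same drug numbered 3 with the 500 most variable genes (permutation p = 0.826) and from 3 to 6 with 1 tumor left out. Those with a neighbour of the same route, 16 in the main result (permutation p = 0.0919), numbered 20 with Spearman's correlation (permutation p = 0.0023), 18 with protein-coding genes (permutation p = 0.0155) and 15 with the 500 most variable genes (permutation p = 0.201). With 1 tumor left out they numbered from 13 (without replicate 1 of CONTROL_IP, permutation p = 0.485) to 19 (without replicate 2 of CONTROL_IP, permutation p = 0.004).

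The log2 fold change of Mitf in MIX_IP, -0.04, became 0.35 without replicate 1 of CONTROL_IP and 0.12 without replicate 7 of MIX_IP, and ranged from -0.35 to 0.35 with 1 tumor left out. That of Malat1 in NCTD_IT, 2.49, became -0.32 with Xist as a covariate (edgeR, adjusted p = 0.949, where its alternatives ranged from 1.3e-19 to 0.949).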

Differences from the paper's values

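No test described in this part was chosen only after the result was seen.

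For NCTD_IP the paper's value is 288 DEGs and the value here is 0. For PTX_IP the paper's value is 243 against 0, for MIX_IP 324 against 0, for NCTD_IT 3233 against 171, for PTX_IT 1070 against 0, and for MIX_IT 1864 against 0. The paper's number of genes shared by MIX_IP and MIX_IT is 76, against 0. At an unadjusted p below 0.05, edgeR gave 446, 659, 365, 2698, 792 and 1622 genes in the order of the comparisons above, and 45 shared.

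Of the alternatives set before the data were examined, DESeq2 on the 2 groups compared at an unadjusted p below 0.05 gave 288, 243, 324, 3234, 1070 and 1864 genes and 76 shared, which reaches the paper's value or comes within 1 gene of it in each comparison. The unadjusted p of edgeR differed from the paper's value by a factor below 1.5 for MIX_IP (365 against 324), NCTD_IT (2698 against 3233), PTX_IT (792 against 1070) and MIX_IT (1622 against 1864), and not for NCTD_IP, PTX_IP or the shared genes. At an unadjusted p other settings came within this factor too. DESeq2 on all 4 groups gave 294, 432, 245, 2981, 914 and 1869 genes, within it for each comparison but PTX_IP. With only the 2 groups compared edgeR gave 354 for PTX_IP, within it, but 538 for NCTD_IP and 651 for MIX_IP. At an adjusted p below 0.05 the other alternatives did not come within this factor for any comparison. Among them, DESeq2 on the 2 groups compared at an adjusted p below 0.05, the threshold named in the paper's methods, gave 9, 4, 8, 1378, 14 and 228 genes and 2 shared (Txnip and Rps18-ps3).

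The paper describes numbers of DEGs that increase progressively from PTX over NCTD to the combination by the IP route. At an adjusted p below 0.05 edgeR gave 0 for each, and at an unadjusted p below 0.05 it gave the most genes for PTX_IP (659) and the fewest for MIX_IP (365). With DESeq2's unadjusted p the order was 243, 288 and 324. Genes labelled in Fig. 7 had an adjusted p below 0.05 in edgeR for 0 of 9 genes in NCTD_IP, 0 of 4 in PTX_IP, 0 of 8 in MIX_IP, 20 of 24 in NCTD_IT, 0 of 11 in PTX_IT and 0 of 16 in MIX_IT. DESeq2 on the 2 groups compared gave 8, 4, 8, 23, 11 and 16 of them, and edgeR's unadjusted p 8, 4, 8, 24, 11 and 16.

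The paper describes the 76 shared genes as regulated by the combination regardless of route. Of the 76 genes at DESeq2's unadjusted p, 15 had the same direction by both routes. The paper also describes tumors that group by drug rather than by route. The nearest neighbour had the same drug for 5 of 23 tumors (one-sided permutation test, p = 0.481) and the same route for 16 (p = 0.0919 from the same kind of permutation test). With the distance taken from Spearman's correlation these numbers were 6 (permutation p = 0.287) and 20 (permutation p = 0.0023), with protein-coding genes alone 5 (permutation p = 0.471) and 18 (permutation p = 0.0155), and with the 500 most variable genes 3 (permutation p = 0.826) and 15 (permutation p = 0.201).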

Other observations

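The splits at an unadjusted p, in DESeq2 and of the marker sets, and the draws in DESeq2, were chosen only after the results were seen.

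The IT tumors of a comparison can be split into groups of the same sizes in 35 ways, the real split included. For NCTD_IT, 1 of the 35 splits gave as many DEGs as the real split, 1 as many genes at an unadjusted p below 0.05, 1 as many in DESeq2 at an unadjusted p below 0.05, 1 as many in DESeq2 at an adjusted p below 0.05, 1 as many marker sets and 2 as many gene sets. For PTX_IT these numbers were 35 of 35 for DEGs, where the real split gave 0 (792 at an unadjusted p below 0.05), 6 at an unadjusted p, 6 in DESeq2 at an unadjusted p, 7 in DESeq2 at an adjusted p, 3 for marker sets and 3 for gene sets. For MIX_IT they were 35 for DEGs, where the real split also gave 0 (1622 at an unadjusted p below 0.05), 1 at an unadjusted p, 1 in DESeq2 at an unadjusted p, 2 in DESeq2 at an adjusted p, 12 for marker sets and 3 for gene sets. The numbers of genes for NCTD_IT, and for MIX_IT at an unadjusted p, were larger than other splits of these tumors gave. The 228 genes for MIX_IT and the 14 for PTX_IT in DESeq2 at an adjusted p, and the numbers of gene sets, were not.

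The larger numbers of genes by the IT route were set against the smaller number of tumors in the IP groups by drawing 2 tumors per IT group 20 times. The median number of DEGs over the draws was 0 for NCTD, 0 for PTX and 0 for the combination, as by the IP route, with medians of 1488, 395 and 861 genes at an unadjusted p below 0.05 against 446, 659 and 365 by the IP route. In DESeq2 at an unadjusted p below 0.05 the median was 1722.5 for NCTD against 288, 233 for PTX against 243, and 786 for the combination against 324. The number exceeded that of the IP route in 20 of 20 draws for NCTD, 9 for PTX and 20 for the combination. In DESeq2 at an adjusted p below 0.05 the median was 425 for NCTD (15 to 966) against 9 by the IP route, 12 for PTX (3 to 936) against 4, and 39 for the combination (6 to 356) against 8, with more genes than by the IP route in 20, 17 and 19 of the draws. In edgeR the number of DEGs was above 0 in 4 draws for NCTD (up to 366), 4 for PTX (up to 736) and 5 for the combination (up to 101). With equal numbers of tumors the larger number by the IT route was thus seen in most draws in DESeq2 at an adjusted p. At an unadjusted p it was seen for NCTD and the combination only. For NCTD it was not seen in the median of edgeR's DEGs. For PTX and the combination edgeR's DEGs cannot decide, because all tumors together also gave 0 by both routes. The draws reuse the same 15 IT tumors against a single IP comparison per drug, so they are not replicates. In DESeq2 at an adjusted p, 7 of 35 splits for PTX_IT and 2 of 35 for MIX_IT gave as many genes as the real split, which is included. For these 2 drugs the draws cannot separate the route from differences between single tumors.

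Other technical explanations were tested for the DEGs of NCTD_IT. The total counts of NCTD_IT and CONTROL_IT did not differ (two-sided exact permutation test, p = 0.886). Across protein-coding genes, which are not independent replicates, the log2 fold change in NCTD_IT had a rank correlation of 0.139 with the intron share of the gene and of -0.0532 with transcript GC content. In MIX_IT these were 0.113 and -0.0558. All 4 lie within the limits set for them in advance, and 99.9% of the genes had values. By the IP route the rank correlation with GC content was 0.271 in NCTD_IP, 0.239 in PTX_IP and 0.0298 in MIX_IP. With the intron share it was -0.153, -0.160 and -0.0554. The limit for GC content was set for the IT comparisons. By it, the GC values of NCTD_IP and PTX_IP lie beyond the limit and that of MIX_IP within it. A bias with GC content is thus not ruled out for the IP gene sets. Whether these correlations bear on the differences between routes was not tested. The satellite-containing gene models rose together in NCTD_IT, with a mean log2 fold change of 2.83 (camera in limma, adjusted p = 1.1e-08), as did nuclear-retained RNAs (2.08, adjusted p = 8.2e-06 in limma's camera). Both sets rose in PTX_IT as well, by 2.19 and 1.13 (adjusted p = 5.8e-11 and 7.3e-04 in limma's camera). In MIX_IT they rose by 0.87 and 1.77 (adjusted p = 0.0176 and 4.9e-05 in limma's camera). Reads from genomic DNA or unspliced RNA are thus not ruled out. With Xist as a covariate 0 genes passed for NCTD_IT (681 at an unadjusted p below 0.05), but Xist separates the 2 groups completely, so this fit cannot decide whether host sex is their source. NCTD_IT and PTX_IT, which share this contrast to CONTROL_IT, were not tested against each other.

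Marker genes of other cells moved in the IT tumors, by camera at the fixed inter-gene correlation of 0.01. That correlation was not estimated for any marker set, so these p-values can be too small. With it estimated, 0 of the 16 gene sets passed. Fibroblast markers had mean log2 fold changes of 1.84 in NCTD_IT, 1.25 in PTX_IT and 2.74 in MIX_IT (adjusted p = 3.6e-04, 5.2e-04 and 2.4e-07 in limma's camera). Markers of T and NK cells had 1.83, 1.42 and 0.40 (adjusted p = 0.00681, 0.0136 and 0.787). Erythroid markers were lower, with -1.83, -1.57 and -0.44 (adjusted p = 0.0144, 5.2e-04 and 0.454 in limma's camera). Of the IT comparisons, the T and NK cell and the erythroid markers passed only in NCTD_IT and PTX_IT. There the treatment cannot be told apart from the split between Xist and Y-linked genes. By the IP route fibroblast markers had -0.45 in NCTD_IP, 0.28 in PTX_IP and -0.99 in MIX_IP (adjusted p = 0.211, 0.396 and 0.00485 in limma's camera).

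Mitf was lower in MIX_IT. If the tumors held fewer melanoma cells, the other pigment cell genes would fall with it. The other 22 had a mean log2 fold change of 0.08. They did not fall as a set (two-sided camera test in limma, adjusted p = 0.470, equal to the unadjusted p because 1 set was tested). This goes against a loss of melanoma cells as the source of the whole fall in Mitf. Of all 23 genes, Mitf included, 12 were higher and 11 lower, so a smaller loss is not ruled out. The adjusted p of Mitf in MIX_IT was 0.0603 in edgeR and 5.1e-09 in DESeq2 on the 2 groups compared, the lowest of its alternatives, which reached 0.374 with 1 tumor left out. The paper measured MITF protein in the IP groups and found it raised, most in the groups given PTX. The Mitf transcript had a log2 fold change of -0.61 in PTX_IP (standard error 0.25, adjusted p = 0.906 in edgeR) and of -0.04 in MIX_IP (standard error 0.25, adjusted p = 0.999 in edgeR). With 1 tumor left out, it ranged from -0.92 to -0.22 in PTX_IP and from -0.35 to 0.35 in MIX_IP. For Braf, Erbb2, Pik3ca, Akt1 and Mtor, whose proteins the paper measured, 30 tests gave log2 fold changes between -0.46 and 0.85, with 0 at an adjusted p below 0.05 in edgeR and 0 at an unadjusted p below 0.05.

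A departure of the combination from the sum of its drugs by the IT route was found in edgeR for 5 genes at an adjusted p below 0.05 (1412 at an unadjusted p), and 1 of 100 splits, the real one included, gave as many. At the unadjusted p, 3 of the 100 splits gave as many. The 5 genes were Ddx3y (log2 departure 12.10, standard error 1.45), Xist (-13.36, standard error 1.55), Eif2s3y (12.96, standard error 1.93), Gm10800 (-4.11, standard error 0.62) and Gm10722 (-4.47, standard error 0.71). The first 3 are sex-linked and at the floor in some of the groups, and the other two hold satellite repeats. All NCTD_IT and PTX_IT tumors had Xist and all CONTROL_IT and MIX_IT tumors had the Y-linked genes, so this contrast lies along the same split for every gene. None of the 5 genes, nor any of the 1412, can be told apart from an effect of host sex.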
